# Mogroside V Improves Follicular Development and Ovulation in Young-Adult PCOS Rats Induced by Letrozole and High-Fat Diet Through Promoting Glycolysis

**DOI:** 10.3389/fendo.2022.838204

**Published:** 2022-03-28

**Authors:** Lan’e Huang, Aihong Liang, Tianlong Li, Xiaocan Lei, Xi Chen, Biyun Liao, Jinru Tang, Xiting Cao, Gang Chen, Fengyu Chen, Yiyao Wang, Linlin Hu, Weiguo He, Meixiang Li

**Keywords:** mogroside V (MV), polycystic ovary syndrome (PCOS), lactate, glycolysis, follicular development, ovulation

## Abstract

Polycystic ovary syndrome (PCOS) is a heterogeneous endocrine disorder characterized by hyperandrogenism, ovulatory dysfunction, and polycystic ovaries. In this study, we induced a young-adult PCOS rat model by oral administration of letrozole combined with a high-fat diet and then treated with mogroside V (MV) to evaluate the protective effects of MV on endocrine and follicle development in young-adult PCOS rats. MV (600 mg/kg/day) administration not only significantly reduced the body weight and ovary weight, but also attenuated the disrupted estrous cycle and decreased the level of testosterone. MV restored the follicular development, especially by increasing the number of corpus luteum and the thickness of the granular layer in young-adult POCS rats. Moreover, metabolomics showed that MV markedly increased the levels of D-Glucose 6-phosphate, lactate and GTP, while decreased the level of pyruvate. Bioinformatic analysis revealed that MV recovered multiple metabolism-related processes including gluconeogenesis, glycolysis and glucose metabolic process. Further real-time quantitative PCR analysis showed that MV upregulated the expression of lactate dehydrogenase A (*Ldha*), hexokinase 2 (*Hk2*) and pyruvate kinase M2 (*Pkm2*). Western blotting and immunohistochemistry analysis showed that MV restored the expression of lactate dehydrogenase A (*Ldha*), hexokinase 2 (*Hk2*) and pyruvate kinase M2 (*Pkm2*). Collectively, these findings indicated that MV could effectively improve the ovarian microenvironment by upregulating the expression of LDHA, HK2 and PKM2 in granulosa cells and enhancing lactate and energy production, which may contribute to follicle development and ovulation of young-adult PCOS rats.

## Introduction

Polycystic ovary syndrome (PCOS) is a complex endocrine-metabolic disorder characterized by hyperandrogenemia, ovulatory dysfunction, polycystic ovaries, and is often accompanied by insulin resistance (1, 2), abnormal glucose and lipid metabolism (3). Depending on different diagnostic criteria, the prevalence of PCOS ranges from 8 to 13% (4). Epidemiological surveys suggest that PCOS is the leading cause of infertility in women (5). However, the underlying pathogenic mechanisms of PCOS are unclear, and there are no general strategies or drugs available for the treatment of patients with PCOS (6). Recently, PCOS rats induced with letrozole and high-fat diet (HFD) showed a highly similar phenotype to that of human PCOS, providing an extremely suitable model for the study of PCOS (7). Follicular dysplasia is an important clinical characteristic of patients with PCOS (8). During follicular development, granulosa cells (GCs) play indispensable roles in oocyte differentiation and energy production, which causally affects steroidogenesis, ovulation, folliculogenesis, atresia and luteinization (9). Oocyte presents a low glycolytic rate and mainly relies on the cumulus cells to convert glucose into substrates such as pyruvate and lactate, which can be readily utilized (10). The glycolytic pathway in GCs accounts for a large proportion of glucose metabolism and provides sufficient ATP and metabolites for the oocyte. Consequently, GCs are considered to be essential components of follicular development and their energy metabolism has attracted more and more attention (9, 11).

Currently, increasing attention has been paid to screen effective and applicable drug candidates from traditional Chinese medicine (12). Mogroside V (MV), extracted from *Siraitia grosvenorii* (Luo-Han-Guo, LHG), is a triterpenoid glycoside that possesses broad pharmacological properties including antioxidant, hypoglycemic action, relieving cough, reducing sputum and etc. (13). MV presents a remarkable ability to scavenge reactive oxygen species (ROS) (14). MV can also reverse the abnormal cytoskeleton, mitochondrial dysfunction and early apoptosis of oocytes to protect against the deterioration of oocyte quality *via* up-regulating the expression of sirtuin 1 (15). In addition, MV can promote the development of porcine oocytes (16). Yan et al., demonstrated that MV protected porcine oocytes from lipopolysaccharide-induced meiotic defects (17). Recent studies also found that MV could alleviates oocyte meiotic defects and quality deterioration in benzo(a)pyrene-exposed mice (18).

To our best knowledge, the effects of MV on energy metabolism during follicular development and its underlying mechanisms remain unclear. Therefore, the study aims to evaluate the protective roles and possible underlying mechanisms of MV on ovarian dysfunction of a young-adult PCOS rat model induced by letrozole and HFD. The present study may provide a potential strategy for PCOS therapy.

## Materials and Methods

### Chemical and Reagents

Letrozole was purchased from Heng Rui Pharmaceutical Company (190605KG, Lianyungang, Jiangsu, China). Mogroside V (50.42% mogroside V), prepared from fresh fruit of *Siraitia grosvenorii*, was a generous gift from Professor Xingwei Liang, who purchased from Guilin Layn Natural Ingredients Corp. (MOV04-18022504, Guilin, Guangxi, China). Carboxymethylcellulose sodium (CMC) was purchased from Henan Wan Bang Industrial Co., Ltd. (Henan, China). TransScript^®^ One-Step gDNA Removal and cDNA Synthesis SuperMix Kit (AT311-02) were purchased from TransGen Biotech (Beijing, China). 2 × Universal SYBR Green Fast qPCR Mix kit (RK21203) was purchased from ABclonal Technology Co., Ltd. (Wuhan, China). LDHA (C28H7) rabbit mAb (#3558), hexokinase II (HK2) rabbit mAb (#2867) and PKM2 (D78A4) XP^®^ mAb (#4053) were purchased from Cell Signaling Technology, Inc. (Danvers, Massachusetts, USA). β-tubulin (No: 66240-1-Ig), horseradish peroxidase-conjugated goat anti-rabbit IgG (H+L) (SA00001-2) and biotin-conjugated affinipure goat anti- rabbit IgG (H+L) (SA00004-2) were purchased from Protein Tech Group Inc. (Chicago, USA). Wright’s–Giemsa Stain solution (G1020) and 20 × Metal Enhanced DAB Substrate Kit (DA1015) were purchased from Beijing Solarbio Science & Technology Co., Ltd (Beijing, China). BCA Protein Assay Kit (CW0014S), eECL Western Blot Kit (CW0049M) and SDS-PAGE Gel Kit (CW0022S) were purchased from Beijing ComWin Biotech Co., Ltd. (Beijing, China). Trizol reagent (15596026 and 15596018) was purchased from Thermo Fisher Scientific (Waltham, USA). Key resources of the study were also summarized in **Supplemental Tables S1, S2**. All primers were designed and synthesized by Shanghai Sangon Biotechnology Co., Ltd. (Shanghai, China).

### Animals and Induction of PCOS

Female Sprague Dawley (SD) rats (n = 30, 5 weeks old, 173.66 ± 7.73 g) were purchased from the Laboratory Animal Center of the University of South China (Hengyang, China). All animals were kept in standard environmental conditions (25°C, 12 h light/dark cycle) with free access to standard food pellets and water. After adaptive feeding for one week, the animals were randomly divided into the control group (n = 10) and the PCOS group (n = 20). The rats from the control group were fed with standard food pellets; the rats from PCOS group were orally administrated with letrozole (1 mg/kg/day, dissolved in 1% (w/w) CMC) (7) and fed with a high-fat diet (HFD, consisting of 61.5% standard food, 12% lard, 5% sucrose, 5% milk powder, 5% peanut, 10% egg, 1% sesame oil, 0.5% salt) from 1^st^ to 30^th^ days. From 21^st^ to 30^th^ day, the estrous cycle was identified by vaginal smear. According to the estrous cycle, the female rats successively stayed in metestrus and diestrus stages were preliminarily considered as PCOS models. Then, the young-adult PCOS rats were further divided into the PCOS group and the PCOS + MV group (n = 10 for each group). Rats in the PCOS + MV group were administrated through an oral gavage with mogroside V (MV, 600 mg/kg/day, dissolved in 0.9% NaCl) from 31^st^ to 60^th^ days, and vaginal cytology was performed from 51^st^ to 60^th^ days. At the end of the treatment period, all rats were anesthetized with an intraperitoneal injection of 10% chloral hydrate (0.8 ml/100 g) before sacrifice. All animal experiments were approved by the Animal Ethics Committee of University of South China (No. SYXK2020-0002).

### Vaginal Cytology

Vaginal smears were performed for 10 consecutive days at 13:00 from the 21^st^ day of modelling and initiation of MV administration, respectively. Briefly, the vagina was flushed with 25-30 μl saline (0.9% NaCl) for 2~3 times. The vaginal fluid (10-20 μl) was sampled onto the glass slides and air dried at room temperature. Then, the slides were stained with Wright’s–Giemsa Stain solution (G1020, Solarbio, Beijing, China) following the manufacturer’s protocol. Finally, the estrous cycle including proestrus, estrous, metestrus and diestrus phases and changes of vaginal epithelial cells were evaluated according to the predominant cell type (19, 20) under a light microscope (BX43, OLYMPUS, PA, USA).

### Serum Collection and Measurement of Hormone Levels

Following 12 h of fasting, blood collected from the tail vein was used to measure fasting blood glucose (FBG) with a Roche blood glucose meter (Roche diagnostic GmbH, Germany). All rats were weighed and anesthetized with 20% urethane, and the whole blood sample was collected by abdominal aortic puncture immediately. The serum was further isolated by centrifuging (2000 g) for 10 min at 4 °C. Finally, the levels of serum luteinizing hormone (LH), follicle-stimulating hormone (FSH), total testosterone and insulin were determined with radioimmunoassay (Beijing North Institute of Biotechnology Co., Ltd., Beijing, China). In brief, the serum samples (FSH: 200 μL, LH: 200 μL, testosterone: 50 μl, Insulin: 100 μL) were incubated with corresponding labeled antibodies (FSH and LH: 4 °C for 20 h, testosterone: 37 °C for 1 h, insulin: 37 °C for 2 h). Then, an immune separation agent was added to remove the uncombined antigens by mixing and centrifuging at 3800 rpm for 15 mins. After that, the radioactivity of the compound was detected to measure the corresponding hormone levels. Formula (FBG × insulin level)/22.5 was used to detect homeostasis model assessment of insulin resistance (HOMA-IR) (21).

### Morphological Analysis of Ovarian Tissues

The left ovaries of rats from each group were fixed in 4% paraformaldehyde and embedded in paraffin after serial dehydration, then were sequentially sectioned with a thickness of 6 μm and stained with hematoxylin and eosin (H&E). The morphological changes of the ovarian tissues were checked and photographed using a light microscope (BX 43; Olympus, PA, USA). In addition, the number of corpora lutea was counted in one representative section taken from the middle of the ovary under 10 × or 20 × magnification according to previous studies (22, 23).

### Targeted Energy Metabolomics With Liquid Chromatography/Tandem Mass Spectrometry (LC-MS/MS)

The right ovaries of rats from each group were sent to Shanghai Applied Protein Technology Co., Ltd. (Shanghai, China) to analyze the targeted energy metabolomics *via* LC-MS/MS. In brief, 100 mg ovarian tissues, 200 μl of ultra-pure water and 800 μl of methanol/acetonitrile (1:1, v/v) were first added into the Eppendorf tubes. Then, the samples were grounded by ultrasonic homogenizers, incubated at 20 °C for 60 min, and centrifuged at 13, 000 rpm for 15 min at 4 °C. The supernatants were harvested and dried with nitrogen, and the lyophilized powder was stored at -80 °C. The lyophilized samples were reconstituted by dissolving with 100 μl solvent mixture containing water/acetonitrile (1:1, v/v). The samples were vortexed for 1 min and centrifuged at 14, 000 rpm for 15 min at 4 °C. Finally, the supernatants were collected for LC-MS/MS analysis. A hierarchical clustering heatmap was produced to visualize the metabolites expression level using the OmicStudio tools. (https://www.omicstudio.cn/tool/4).

### Transcriptome Assay

RNA-seq library construction and RNA sequencing of ovaries (n = 4 rats per group) were performed by the Novogene Corporation (Beijing, China). Total RNA (3 μg) was used as the initial RNA for database construction. The NEBNext^®^ Ultra TM RNA Library Prep Kit (Illumina, USA) was employed to build the library. The Illumina platform was employed to sequence these libraries using a 150 bp paired-end strategy. Reads with adapter, reads with N (N means the base information cannot be determined) and low-quality reads (reads with Qphred ≤ 20 bases accounting for more than 50% of the read length) were mainly removed and filtered from the original data. The construction of the index of the reference genome and the comparison of clean reads at the mating end with the reference genome were both performed with HISA T2 v2.0.5.

### Abundance Estimation and Differential Expression Analysis for Genes

Feature Counts were used to calculate the readings mapped to each gene (24). The fragments per kilobase of transcript per million fragments mapped (FPKM) was then calculated based on the length of the gene and the readings mapped to that gene were calculated. Differential expression analysis of two conditions/groups (three biological replicates per condition) was performed using the DESeq2 R package (1.16.1). The resulting *P*-values were adjusted using Benjamini and Hochberg’s approach to control the false discovery rate (25). Genes with an adjusted *P*-value (*P*adj) < 0.05 were assigned as differentially expressed genes (DEGs).

### Gene Ontology (GO) and KEGG Enrichment Analysis of DEGs

GO enrichment analysis of DEGs was implemented by the cluster-Profiler R package. GO terms with a corrected *P*-value less than 0.05 were considered to be significantly enriched by DEGs. ClusterProfiler R package was used to test the statistical enrichment of DEGs in KEGG pathways (http://www.genome.jp/kegg/).

### Real-Time Quantitative PCR (RT-qPCR) Analysis

Total mRNA was extracted from ovarian tissues with Trizol reagent according to the manufacturer’s procedure. RNA (2 μg) was reversely transcribed into cDNA by using TransScript^®^ One-Step gDNA Removal and cDNA Synthesis SuperMix Kit. RT-qPCR was performed in 10 μl volume using 2 × Universal SYBR Green Fast qPCR Mix kit and Applied Biosystems QuantStudio 3 (Thermo Fisher Scientific). *Gapdh* was used as the reference and gene expression levels were calculated using the 2^-ΔΔCt^ method. The mRNA expression levels were calculated as relative expression to *Gapdh*. All the primers were summarized in **Table 1**, and the Ct values were summarized in **Supplemental Table S3**.

**Table 1:** Primer sequences used for the qRT-PCR analysis.

Gene Name	Sequence (5’-3’)	Annealing Temperature	Product (bp)	GeneBank No	Ct of Control group	Ct of PCOS group	Ct of PCOS-MV group
HK2	F: GTGGTGAATGACACAGTTGG	55 °C	120	NM_012735.2	28.799±1.32	30.157±1.429	26.709±1.150
	R: CACATTACGCATCTCTTCCA						
PKM2	F: ACATCCTGTGGCTGGACTAT	55 °C	130	NM_053297.2	24.042±2.577	24.758±1.619	21.301±1.888
	R: TCCACTTCTGTCACCAGGTA						
LDHA	F: GGTTGACAGTGCATACGAAG	55 °C	106	NM_017025.2	25.336±2.175	26.216±1.262	23.516±2.277
	R: CCGCCTAAGGTTCTTCATTA						
GAPDH	F: CCTCAAGATTGTCAGCAATG	55 °C	134	NM_017008.4	20.817±2.799	20.417±1.923	18.065±2.293
	R: CAGTCTTCTGAGTGGCAGTG						

### Immunohistochemistry

Immunohistochemical analysis was conducted in accordance with a previous study with minor modification (21). Immunohistochemistry was performed on formalin-fixed and paraffin-embedded specimens with primary antibodies including polyclonal LDHA antibodies (1:300 dilution), HK2 antibodies (1:400 dilution) and PKM2 antibodies (1:500 dilution), respectively. The immunoreactive signals of proteins were visualized with 20 × Metal Enhanced DAB Substrate Kit. Finally, sections were observed and photographed with an Olympus DP70 digital camera mounted on a Leica DMR microscope.

### Western Blotting

Western blotting (WB) assay was performed as described previously (26). Briefly, the protein concentration was detected by a BCA Protein Assay Kit. Briefly, 40 μg protein samples were separated with 10% SDS-PAGE and transferred to polyvinylidene fluoride membranes (Meck Millipore, Merck & Co., Inc., NJ, USA). Then, transferred membranes were blocked by 5% skim milk for 1 h at room temperature. The primary rabbit monoclonal antibodies including LDHA (1:1000 dilution), HK2 (1:1000 dilution), PKM2 (1:1000 dilution), and β-tubulin (1:3000 dilution) were respectively incubated overnight at 4°C, and the incubation of a horseradish peroxidase-conjugated goat anti-rabbit IgG (1:5000 dilution) was performed for 1 h at room temperature. β-tubulin was detected as a loading control. Finally, eECL was added, and the Tanon-5500 Chemiluminescence Imaging System was used to detect the chemiluminescence of protein bands. Finally, blotting images were quantified using Image J analysis software (JAVA image processing program, NIH, Bethesda, USA).

### Statistical Analysis

Bioinformatics analysis was performed with the OmicStudio tools (https://www.omicstudio.cn/tool). For all the data results, intra-assay coefficient of variation was < 10%, and inter-assay coefficient of variation was < 15%. All data were shown as mean ± standard error of the mean (SEM) unless otherwise stated. Differences between multiple groups were analyzed by one-way analysis of variance (ANOVA) followed by Bonferroni’s multiple comparison test. All statistical analyses were performed using GraphPad Prism 9 (GraphPad Prism, USA). A *p*-value less than 0.05 was considered statistically significant.

## Results

### Effects of MV on Body Weight and the Estrous Cycle of Young-Adult PCOS Rats

To identify the effects of MV, young-adult PCOS rat model was established, and the experimental design was shown in **Figure 1A**. There was a remarkable increase in body weight of the rats after the treatment of HFD and letrozole (**Figure 1B** and **Table 2**), and this increase was significantly reduced after MV administration (**Figure 1C** and **Table 2**). Estrous disorder is one of the main characteristics of PCOS rats (27, 28), so the effects of MV on the estrous cycle of young-adult PCOS rats were conducted. In the control group, the rats had a regular estrous cycle (4-5 days) including proestrus, estrous, metestrus and diestrus phases sequentially (**Figures 1D, E**), which is consistent with previous studies (19, 20, 29). In the proestrus phase, there were mainly small and round nucleated epithelial cells with greyish red nucleus and greyish cytoplasm (black arrows point), which were relatively uniform in appearance and size. Estrous phase was predominantly characterized with flat and anucleated keratinized epithelial cells showing as blue or purple-blue stacks or layers (red arrows point). However, in the metestrus phase, neutrophils and nuclear epithelial cells were the predominant compositions, and anucleated keratinized epithelial cells were occasionally observed. In the diestrus phase, there were almost full of neutrophils (**Figure 1D**, blue arrows point). Compared with the controls group, young-adult PCOS rats showed disrupted estrous cycles with prolonged diestrus but shortened proestrus and estrous phases (**Figure 1F**). Intriguingly, the irregular estrous cycle was gradually returned to be normal after MV administration (**Figures 1D–F**).

**Figure 1:**
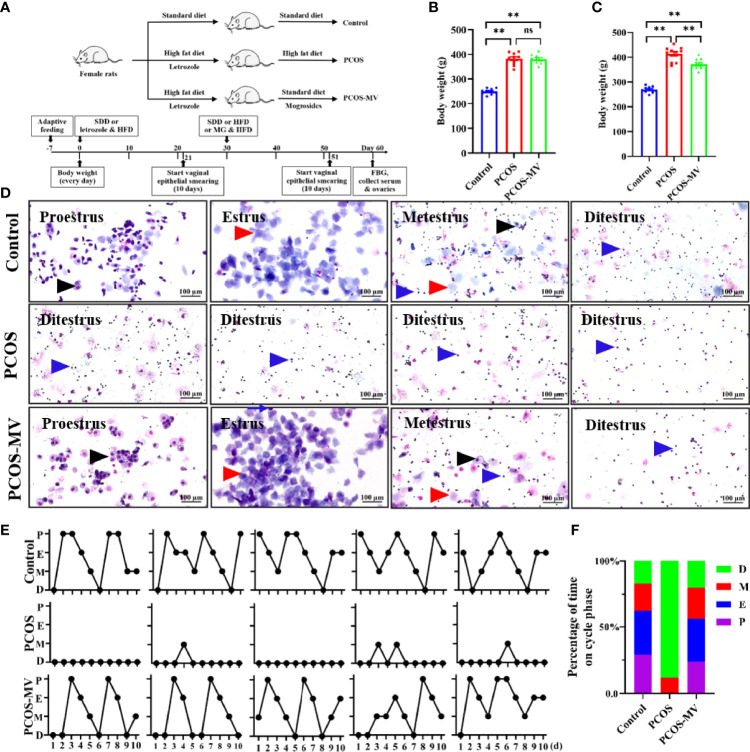
Effects of MV administration on body weight and vaginal cytology of PCOS rats. **(A)** Schematic diagram showing the experimental treatment of PCOS and PCOS-MV rats. **(B)** Body weight of rats after modeling (n = 10, day 30). **(C)** Body weight of rats after MV treatment (n = 10, day 60). **(D)** Cytological assessment of vaginal smears (n = 10, day 51-60). **(E)** Representative estrous cycles. **(F)** Quantitative analysis about the percentage of time on different phase of estrous cycles (n = 10 per group). Significant differences between groups were indicated as **P < 0.01. not significant difference (*P* > 0.05). MV, mogroside V.

**Table 2:** Measurements of body weight, ovary weight and hormone concentrations in Control, PCOS and PCOS-MV groups.

Parameters	Control	PCOS	PCOS-MV
	n = 10	n = 10	n = 10
Body weight (g) (After modeling)	249.3 ± 3.703^**^	382.4±7.488	380.3 ± 5.853
Body weight (g) (After MV treatment)	268.9 ± 3.944^**^	413.4 ± 9.321	371.5 ± 6.782^**^
ovary (mg)	94.16 ± 3.249^**^	139.1 ± 5.306	113.3 ± 6.055^**^
FBG	8.690 ± 0.738	9.39 ± 0.429	9.710 ± 0.261
FSH (mIU/ml)	1.464 ± 0.213	2.271 ± 0.263	1.941 ± 0.215
LH (mIU/ml)	4.771 ± 0.282	4.570 ± 0.412	3.390 ± 0.500
T (ng/ml)	0.116 ± 0.013^**^	2.587 ± 0.517	0.078 ± 0.020^**^
Insulin (pg/ml)	39.92 ± 3.412^**^	73.36 ± 5.806	68.43 ± 9.541
LH/FSH	3.925 ± 0.689	2.323 ± 0.339	1.793 ± 0.209
HOMO-IR	15.41 ± 1.863^**^	31.33 ± 3.686	29.51 ± 4.25

PCOS, polycystic ovary syndrome; MV, mogroside V; FSH, follicle-stimulating hormone; T, testosterone; LH, luteinizing hormone; LH/FSH, LH/FSH ratio; HOMO-IR, Homeostatic model assessment for insulin resistance. Data presented as mean ± SEM. ^∗∗^P < 0.01, Control vs PCOS and PCOS-MV vs PCOS groups.

### Effects of MV on Hormone Levels, Ovary Weight and Ovary Morphology

To reveal the underpinning mechanism of protective effects of MV administration on dysfunctional estrous cycle, we further evaluated the effects of MV treatment on the hormone levels, ovary weight and ovary morphology of young-adult PCOS rats. There were no significant differences in FBG among control, PCOS and PCOS-MV groups (**Figure 2A** and **Table 2**). Compared with the control group, though obvious increase was found in the serum level of insulin, HOMA-IR and testosterone of PCOS group, MV treatment only overtly reduced the level of testosterone in the PCOS-MV group, even there was downtrend without statistical significance found in insulin level and HOMA-IR (**Figures 2B-D** and **Table 2**). In addition, there were no statistical differences in the serum levels of LH, FSH and LH/FSH between control *vs* PCOS and PCOS *vs* PCOS-MV groups (**Figures 2E–G**). The ovary weight of PCOS group significantly increased, while that of PCOS-MV group apparently decreased (**Figure 2H**). Moreover, to check the improvement of MV on the folliculogenesis and ovulation of young-adult PCOS rats, we analyzed histological morphology of ovary and counted the number of corpora lutea. Compared with the control group, multiple follicles with cystic expansion presented vacuolated and disorganized structure and only a few corpora lutea were found in the PCOS group. However, follicles at different stages and obviously increased numbers of corpus luteum were observed in the control and PCOS-MV groups (**Figures 2I–K**). Interestingly, the MV administration recovered the thickness of granulosa cell layers (**Figures 2I–K**).

**Figure 2:**
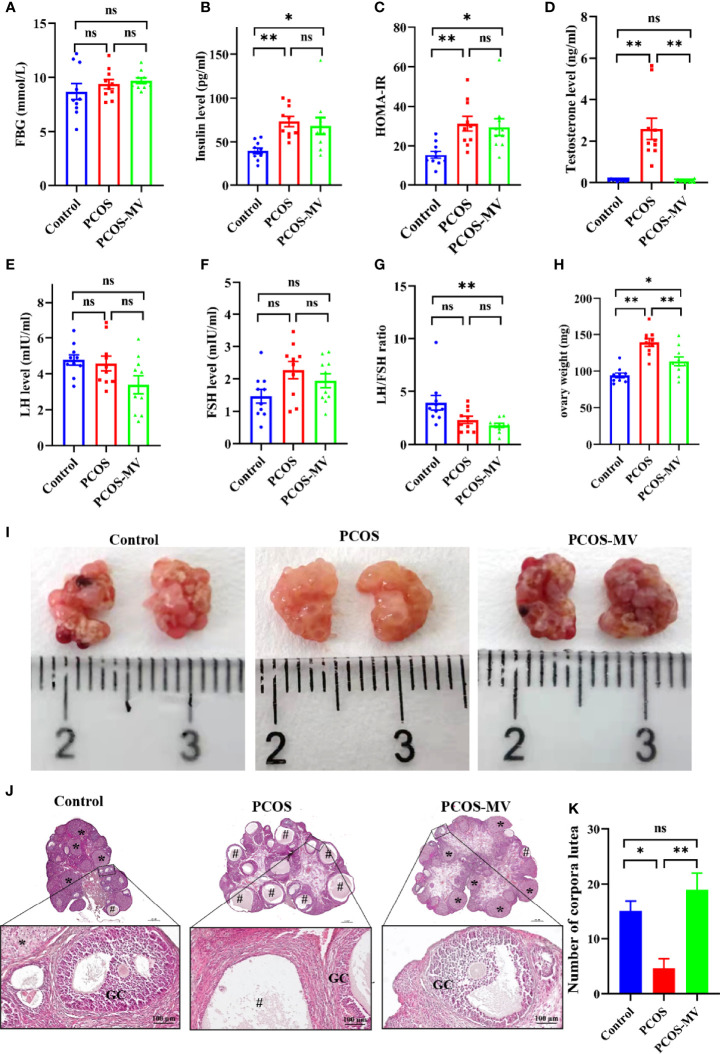
Effects of MV administration on hormone level, ovary weight and ovary morphology. **(A)** FBG (n = 10 rats per group). **(B)** Insulin (n = 10). **(C)** HOMA-IR (n = 10). **(D-F)** Serum levels of sex hormone indicators including testosterone (T), luteinizing hormone (LH) and follicle-stimulating hormone (FSH) (n = 10). **(G)** LH/FSH ratio. **(H)** Effects of MV treatment on the ovary weight of PCOS rats (n = 10). **(I)** Appearance of representative ovaries. Dark red regions show the corpora lutea. **(J)** Histological structure of ovarian tissues (n = 6 rats per group, scale bar in upper is 500 μm). The lower panel show the higher magnification of the box area in the upper panel respectively. **(K)** Quantification of the number of corpora lutea (n = 6). “#” indicated the cystic follicles, “*” indicated the corpus luteum. Significant differences between groups were indicated as *P < 0.05, **P < 0.01. GC, granulosa cell. ns, no significance.

### Effects of MV on Energy Metabolism of the Ovary

Given the key roles of glycolysis in the development and mature of follicles (10), we mainly focused on the main metabolites of glycolysis including D-Glucose 6-phosphate, pyruvate, lactate, ATP and GTP (**Figure 3A**, red fonts). Compared with the control group, the production of D-Glucose 6-phosphate, lactate, ATP and GTP in the PCOS group was significantly down-regulated excepting an obvious up-regulation in the production of pyruvate (**Figures 3A–F**). MV administration markedly increased the levels of D-Glucose 6-phosphate, lactate, ATP and GTP, and inversely decreased the pyruvate level (**Figures 3A–F**).

**Figure 3:**
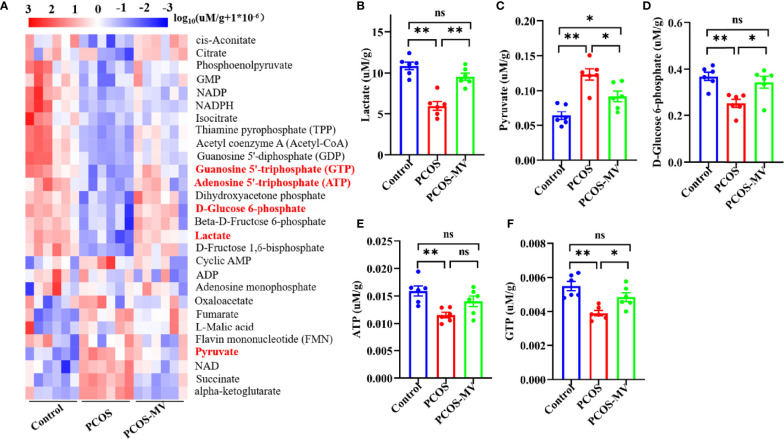
Targeted energy metabolomics analysis of ovarian tissues. **(A)** Cluster analysis of energy metabolites among control, PCOS and PCOS-MV groups (n = 6 rats per group). **(B)** Lactate. **(C)** Pyruvate. **(D)** D-Glucose 6-phosphate. **(E)** ATP. **(F)** GTP. Significant differences between groups were respectively indicated as*P < 0.05 and **P < 0.01.

### Effects of MV on the Transcriptome of Ovary

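Ovarian RNA-seq libraries from 12 rats were analysed, 4 each from the control, PCOS and PCOS-MV groups. The PCOS and PCOS-MV groups had received letrozole at 1 mg/kg/day together with the HFD for 30 days, and the PCOS-MV group had then received MV at 600 mg/kg/day for 30 days. The paper's methods give 3 biological replicates per condition for the test of differential expression, and 4 libraries per group were analysed here. The mean FPKM that the authors deposited for each group was the mean of its 4 libraries, with a largest difference of 5e-07. The authors removed reads with adapters and reads of low quality, aligned the rest to a rat reference genome with HISAT2 v2.0.5, counted reads per gene with featureCounts and converted the counts to FPKM. The deposited FPKM covered 19730 genes, of which 19370 were annotated and 360 came from transcripts outside the annotation. Summed over genes, FPKM ranged from 339830 to 373758 in the control group (median 352124), from 346543 to 371949 in the PCOS group (median 364028) and from 353557 to 364663 in the PCOS-MV group (median 358852). FPKM values do not give the number of reads, so the depth of each library is unknown. The steps between the lowest values placed the depth of the other 11 libraries between 0.915 and 1.119 times that of Control replicate 1. Between 17576 and 18247 genes had a value above 0 in a library. The FPKM values were tested as log2(FPKM + 1), so fold changes of genes with low FPKM are understated. The test was limma with a trend in the variance, run on 2 groups at a time over the 13430 genes with a mean of at least 1 FPKM in the 12 libraries. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were taken as DEGs. For single genes, an exact two-sided permutation test of 4 rats against 4 was added, whose smallest possible p is 0.0286. Of the genes tested, 170 were listed at exactly 0 in at least 1 library. They included 1 gene named Rpl21, a ribosomal protein gene on chromosome 12, listed at 0 in 6 libraries and at 158 to 327 FPKM in the other 6. A value of 0 was therefore not read as absence of the transcript.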

To further explore the molecular mechanisms underlying the recovery of MV administration on the development and energy metabolism of ovaries, we performed transcriptome sequencing (RNA-seq) of ovarian tissues. There were respective 828 upregulated and 1359 downregulated genes in the PCOS group when compared with the control group (26). 

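In the FPKM values of the 4 PCOS and 4 control libraries, 1594 genes were higher and 2090 were lower in the PCOS group, together 27.4% of the 13430 genes tested (limma, adjusted p under 0.05). With an added requirement of a 2-fold change, the alternative that moved these counts most, 436 genes were higher and 471 lower. The 4 values of one group lay wholly above or below the 4 of the other for 31% of the genes tested, where chance gives 2.86%. Of the genes called in the authors' deposited table that were also tested here, 687 of 706 upregulated and 831 of 956 downregulated genes were called in the same direction. A further 122 upregulated and 403 downregulated genes of that table had a mean below 1 FPKM and were not tested. The largest rise was that of Insl3 (ENSRNOG00000018757), which encodes insulin-like peptide 3 and lies on chromosome 16 from 20121352 to 20122696 in the authors' coordinates. Its FPKM was 5.70 ± 3.39 (SD, n = 4) in the control group and 1032 ± 139 (SD, n = 4) in the PCOS group. The log2 fold change of Insl3 was 7.43 (standard error 0.37, adjusted p = 8.21e-06 from limma), and it stayed between 7.06 and 7.67 with each rat left out in turn. Adh1 (ENSRNOG00000012436) rose from 9.12 ± 5.00 to 725 ± 159 FPKM (SD, n = 4), and Ces1d (ENSRNOG00000015519) rose from 5.70 ± 2.82 to 319 ± 27.2 FPKM (SD, n = 4). Ces1d belongs to a family of carboxylesterase genes of similar sequence, and the authors' counting could have split reads between them. The largest falls among the named genes were those of Fabp6 (ENSRNOG00000003902), Vtcn1 (ENSRNOG00000015279) and Syt13 (ENSRNOG00000008000). Fabp6 fell by 3.85 on the log2 scale, from 394 ± 120 to 27.0 ± 11.6 FPKM (SD, n = 4). Vtcn1 fell from 92.6 ± 18.8 to 8.64 ± 4.41 FPKM, and Syt13 from 58.6 ± 15.7 to 4.81 ± 1.24 FPKM (SD, n = 4). For each of these 6 genes the PCOS and control values did not overlap (exact permutation test, p = 0.0286), and the call was kept with each of the 8 rats left out in turn.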

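Between the 4 PCOS-MV and the 4 PCOS libraries, 1918 genes were higher and 1530 lower in the PCOS-MV group, 25.7% of the genes tested (limma, adjusted p under 0.05). A 2-fold threshold reduced these counts to 360 and 391. Leaving out 1 PCOS library lowered the number of higher genes to 1278 without PCOS replicate 2 and to 1272 without PCOS replicate 4. The authors' deposited table and the FPKM test shared 774 of 860 upregulated and 646 of 664 downregulated genes, counted among the genes tested. Of the genes that were higher in the PCOS group than in the control group, 1026 (64.4%) were lower in the PCOS-MV group than in the PCOS group. Of those that were lower in the PCOS group, 1354 (64.8%) were higher in the PCOS-MV group. Only 1 gene was called in both comparisons with changes in the same direction. With the PCOS libraries divided so that no library served both comparisons, 2 against the control and 2 against the PCOS-MV group, between 389 and 472 genes went up and back down and between 302 and 374 went down and back up over the 6 possible divisions. Insl3 fell by 6.96 on the log2 scale, to 7.89 ± 4.45 FPKM (SD, n = 4) in the PCOS-MV group, the largest fall among DEGs whose values did not overlap between the groups (standard error 0.28, adjusted p = 1.17e-05 from limma). Ces1d fell to 3.85 ± 2.78 FPKM and Cyp17a1 (ENSRNOG00000020035), which encodes the enzyme that makes androgen precursors, fell from 1190 ± 504 to 37.4 ± 41.1 FPKM (SD, n = 4). Cyp17a1 differed widely within the PCOS-MV group, from 1.57 FPKM in replicate 2 to 88.1 FPKM in replicate 1. The largest rises among the named genes were those of Tnc (ENSRNOG00000058645), Rln1 (ENSRNOG00000060867) and Slc10a2 (ENSRNOG00000037753). LOC100910418, which is not among the named genes, was chosen after its values were seen. It was at 0 to 0.0199 FPKM in the PCOS libraries and at 8.78 to 49.8 FPKM in the PCOS-MV libraries. In the control group it was at 48.2 FPKM in replicate 3 and at 0 in the other libraries. Its values of 0 were not read as absence of the transcript, so its rise is uncertain. Tnc was 0.845 ± 0.238 FPKM in the PCOS group and 53.9 ± 61.0 FPKM in the PCOS-MV group (SD, n = 4), where it ranged from 5.92 to 135 FPKM. Slc10a2 rose from 1.54 ± 0.83 to 34.2 ± 23.7 FPKM (SD, n = 4). Rln1 was listed at 0 in PCOS replicate 1 and at 0.247, 0.327 and 0.212 FPKM in the other PCOS libraries, and at 1.48, 25.8, 62.5 and 18.4 FPKM in the PCOS-MV libraries.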

Compared to the PCOS group, 969 and 819 genes were respectively upregulated and downregulated in rats from the PCOS-MV group (**Figure 4A**), among which 583 of the 828 genes upregulated genes and 676 of 1359 downregulated in the PCOS group were significantly reversed after MV administration (**Figure 4B**). These reversed genes are considered as MV-responsive genes (**Figure 4B**). In addition, the DEGs were involved in metabolic pathways, such as glycolysis, PI3K-Akt signaling pathway and peroxisome proliferator-activated receptor signaling pathway (**Figure 4C**). 

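Across the DEGs of PCOS vs Control, the log2 fold change of PCOS-MV vs PCOS mirrored that of PCOS vs Control, with a Pearson r of -0.943 and a Spearman rho of -0.934. This correlation is across genes, which are not independent replicates. Over all genes tested, r was -0.867 and rho was -0.815. The sign was opposite for 97.8% of the DEGs of PCOS vs Control. Since both comparisons use the same PCOS libraries, part of such a relation arises without any effect of MV. In 100 simulated sets in which the PCOS-MV group did not differ from the PCOS group, the median r over the DEGs was -0.218 (95% of sets between -0.503 and 0.091). In those sets a median of 58.5% of the DEGs had opposite signs, and at most 4 genes were called as reversed. With the 4 PCOS libraries divided between the 2 comparisons, r was between -0.919 and -0.944 over the DEGs of each division, and between -0.758 and -0.785 over all genes tested. Over the same DEGs the slope of the second change on the first was -0.85. The median size of the log2 fold change was 0.61 in PCOS vs Control and 0.16 in PCOS-MV vs Control.

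**Figure D1:**
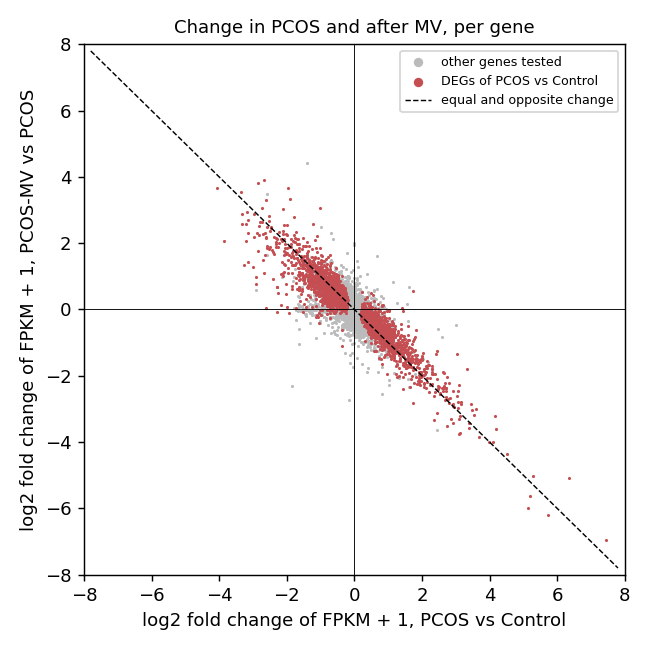
Each point is 1 of the 13430 genes tested, with its log2 fold change of FPKM + 1 in PCOS vs Control on the horizontal axis and in PCOS-MV vs PCOS on the vertical axis, and the dashed line marks an equal and opposite change. The DEGs of PCOS vs Control, in red, lie along that line with a Pearson r of -0.943, and Insl3 is the point farthest to the right, at 7.43 and -6.96.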

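The share of DEGs was compared between gene lists for these pathways, compiled for this purpose because the members of the study's terms were not used here, and the other genes tested. A list of 46 tested genes of glycolysis and gluconeogenesis held 26 DEGs of PCOS vs Control (56.5%, against 27.4% of all genes tested; one-sided Fisher's exact test, adjusted p = 0.000143 over 32 tests). The same list held 27 DEGs of PCOS-MV vs PCOS (58.7%, against 25.7%; adjusted p = 1.39e-05, Fisher's exact test). The narrower list of 21 glycolytic enzymes held 7 DEGs of PCOS vs Control (33.3%, adjusted p = 0.545), and 12 DEGs of PCOS-MV vs PCOS (adjusted p = 0.00528, Fisher's exact test). These enzymes are all in the list of 46, whose other members include Adh1 and other alcohol and aldehyde dehydrogenases. The share in PCOS vs Control was therefore not one of glycolytic enzymes alone. Of 163 genes of the PI3K-Akt signaling pathway, 73 were DEGs of PCOS vs Control and 70 were DEGs of PCOS-MV vs PCOS (adjusted p = 1.39e-05 in both). Of 51 genes of peroxisome proliferator-activated receptor signaling, 28 and 23 were DEGs of the same comparisons (adjusted p = 0.000143 and 0.00528). A list of 37 ovarian steroidogenesis genes held 24 and 21 DEGs (adjusted p = 1.39e-05 and 0.000229), and a list of 45 insulin secretion genes held 20 and 17 (adjusted p = 0.0224 and 0.0878). Over-representation counts genes that move either way, and none of these lists passed a test for a shift in one direction. In limma's camera test with a preset correlation of 0.01, adjusted over 48 tests, the adjusted p of the glycolysis and gluconeogenesis list was 0.476 in PCOS vs Control and 0.197 in PCOS-MV vs PCOS. It was 0.0921 and 0.227 for the PI3K-Akt list, and 0.42 in both comparisons for the list of peroxisome proliferator-activated receptor signaling.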

Notably, MV administration restored these metabolism-related biological processes, which were dysregulated in young-adult PCOS rats (**Figure 4D**). 

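The heatmap in Figure 4D names 33 genes, of which 31 had a mean of at least 1 FPKM and were tested. Slc27a2 and Cyp8b1 had lower means. All 31 moved in the direction drawn in Figure 4D, 13 upward and 18 downward in the PCOS group, and all 31 moved back in the PCOS-MV group. Their log2 fold changes were between 0.37 and 5.12 in size in PCOS vs Control and between 0.39 and 6.00 in PCOS-MV vs PCOS. With p-values adjusted over all genes tested, 27 were DEGs of PCOS vs Control and 29 were DEGs of PCOS-MV vs PCOS (limma). Akt2, Pkm, Pik3ap1 and Pdk4 did not pass in the first comparison (adjusted p = 0.0533, 0.0654, 0.0684 and 0.109), nor did Akt2 and Pdk4 in the second (adjusted p = 0.124 and 0.0697). Adjusted over the list alone, all 31 passed in both comparisons, which is not independent evidence because the study chose the genes on these libraries. The authors' deposited table gives an adjusted p under 0.05 to 25 of the 33 genes in PCOS vs Control, to 27 in PCOS-MV vs PCOS and to 23 in both. Among genes of hormone metabolism, Cyp17a1 rose by 5.12 and Cyp1b1 rose by 4.19 on the log2 scale in the PCOS group. Star fell from 2219 FPKM in the control group to 716 FPKM in the PCOS group and was 2054 FPKM in the PCOS-MV group. Akt2 was 114 FPKM in PCOS-MV replicate 1 and between 53.7 and 58.9 FPKM in the other PCOS-MV libraries. Compared directly with the control group, the PCOS-MV group had 1 DEG out of 13430 genes, higher in the PCOS-MV group, and 0 lower. That gene, chosen after its values were seen, is 1 of a pair of genes named Senp1 (ENSRNOG00000054297), listed at 0 in all 4 control libraries and in PCOS replicate 4 and at 3.33 to 4.78 FPKM in the PCOS-MV libraries. At an unadjusted p under 0.05 there were 1142 genes, where 671.5 are expected by chance. The direct comparison was limited by the spread between rats. To test this, both groups were set to the same mean for each gene, with the spread between rats kept. The PCOS vs Control change of every gene was then added to the PCOS-MV libraries only. With the whole change 2912 genes were called, but with 0.5 of that change only 95 were, and with 0.25 of it 0.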

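Ldha, Hk2 and Pkm encode lactate dehydrogenase A, hexokinase 2 and muscle pyruvate kinase. Ldha (ENSRNOG00000013009, chromosome 1 from 102900286 to 102909707 in the authors' coordinates) was 163 ± 40.3 FPKM in the control group, 110.5 ± 4.29 FPKM in the PCOS group and 202.5 ± 58.6 FPKM in the PCOS-MV group (SD, n = 4). It fell by 0.52 on the log2 scale in PCOS vs Control (standard error 0.17, adjusted p = 0.0496 from limma), and the value of Control replicate 4, 112 FPKM, lay within the PCOS range (exact permutation test, p = 0.0857). This call held in 1 of the 8 fits that left out 1 rat each, that without Control replicate 4 (adjusted p = 0.00416), and the highest adjusted p among them was 0.107. In PCOS-MV vs PCOS the log2 fold change of Ldha was 0.82 (standard error 0.20, adjusted p = 0.0174 from limma; exact permutation test, p = 0.0286), and the call held in all 8 such fits. Hk2 (ENSRNOG00000006116, chromosome 4 from 113559427 to 113610243) was 16.4 ± 6.98, 6.26 ± 0.934 and 12.2 ± 3.03 FPKM in the same groups (SD, n = 4). It fell by 1.18 on the log2 scale in PCOS vs Control (standard error 0.26, adjusted p = 0.0107 from limma) and rose by 0.83 in PCOS-MV vs PCOS (standard error 0.19, adjusted p = 0.0133 from limma). Both changes of Hk2 had an exact permutation p of 0.0286, and both calls held with each rat left out in turn. Among the control libraries, replicate 3 was highest for Hk2 (25.6 FPKM) and Ldha (207 FPKM). That library was also highest for all 17 markers of ciliated oviduct epithelium in the file. Without it the PCOS vs Control log2 fold changes were -0.947 for Hk2 and -0.395 for Ldha (adjusted p = 0.00931 and 0.0819 from limma). PCOS-MV replicate 1, at 7.67 FPKM of Hk2, stood apart from the other PCOS-MV libraries, which lay between 13.1 and 14.3 FPKM. Pkm (ENSRNOG00000011329, chromosome 8 from 64481172 to 64502722) was 225 ± 48.1, 163.5 ± 6.06 and 269.7 ± 35.2 FPKM (SD, n = 4); the gene's value does not separate the PKM1 and PKM2 transcripts. In PCOS vs Control, Pkm fell by 0.43 on the log2 scale and did not pass the threshold (standard error 0.15, adjusted p = 0.0654 from limma; exact permutation test, p = 0.114). Without Control replicate 4, at 159 FPKM, Pkm did pass (adjusted p = 0.00346), as it did with all 12 libraries in 1 model (adjusted p = 0.0494). In PCOS-MV vs PCOS it rose by 0.71 (standard error 0.10, adjusted p = 0.00179 from limma; exact permutation test, p = 0.0286) and passed with each rat left out in turn. The reference gene Gapdh (ENSRNOG00000018630), a gene with processed copies in the genome that can share its reads, was 386 ± 82.7, 387 ± 25.1 and 555 ± 114 FPKM (SD, n = 4). Its log2 fold change was 0.03 in PCOS vs Control (adjusted p = 0.917 from limma) and 0.50 in PCOS-MV vs PCOS (adjusted p = 0.0427 from limma), and the latter call held in 1 of the 8 fits that left out 1 rat each, that without PCOS-MV replicate 3.

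**Figure D2:**
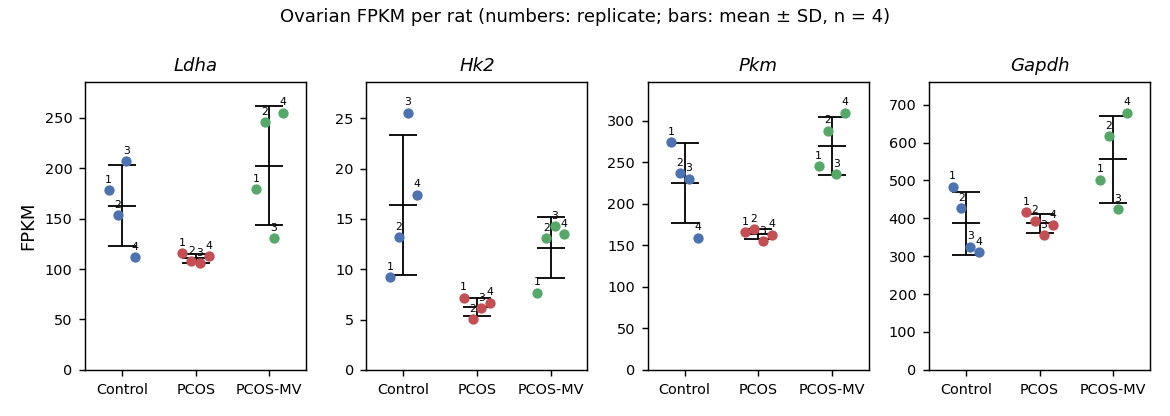
FPKM of Ldha, Hk2, Pkm and Gapdh in each of the 12 rats, with points numbered by replicate and bars showing the mean ± SD of the 4 rats of a group. Control replicate 4 reaches down to the PCOS values for Ldha (112 FPKM) and Pkm (159 FPKM), and Gapdh is higher in the PCOS-MV group (423 to 679 FPKM) than in the PCOS group (356 to 417 FPKM).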

The expression levels of several genes related to glycolysis such as LDHA, HK2 and PKM exhibited a reversed phase between the PCOS and PCOS-MV groups (**Figure 4D**). These results led to the speculation that MV may improve the glycolysis in the ovaries of young-adult PCOS rats.

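Of 21 tested genes that encode glycolytic enzymes, 6 were DEGs lower and 1 was a DEG higher in the PCOS group than in the control group, and 9 rose and 3 fell as DEGs in PCOS-MV vs PCOS (limma, adjusted p under 0.05). The median log2 fold change over the 21 genes was -0.27 in PCOS vs Control and 0.50 in PCOS-MV vs PCOS. Averaged over the list, log2(FPKM + 1) was between 5.01 and 5.30 in the PCOS libraries and between 5.12 and 5.48 in the control libraries (exact permutation test, p = 0.114). It lay between 5.30 and 5.55 in the PCOS-MV libraries (exact permutation test against the PCOS group, p = 0.0286; adjusted p = 0.137 over 48 such tests). The direction test camera gave adjusted p-values of 0.42 and 0.135 for this list in the 2 comparisons. Pgk1 fell by 0.86 and then rose by 1.21 on the log2 scale (adjusted p = 0.00048 and 7.59e-05 from limma), with means of 170, 92.7 and 216 FPKM in the control, PCOS and PCOS-MV groups. Pgam1, Pfkp and Hk1 followed the same course, with mean FPKM of 410, 189 and 361 for Pgam1, 84.4, 44.1 and 82.2 for Pfkp and 65.2, 35.2 and 65.6 for Hk1. Ldhb took the opposite course, with 85.1, 158 and 92.2 FPKM (adjusted p = 0.00035 and 0.000492 from limma). Aldoc fell by 2.33 on the log2 scale in PCOS-MV vs PCOS (adjusted p = 0.000105 from limma). Aldoa, at 457, 458 and 487 FPKM, changed by 0.01 and 0.08 (adjusted p = 0.952 and 0.597 from limma). From the reversed expression of glycolysis genes between the PCOS and PCOS-MV groups, the paper proposes that MV may improve ovarian glycolysis.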

**Figure 4:**
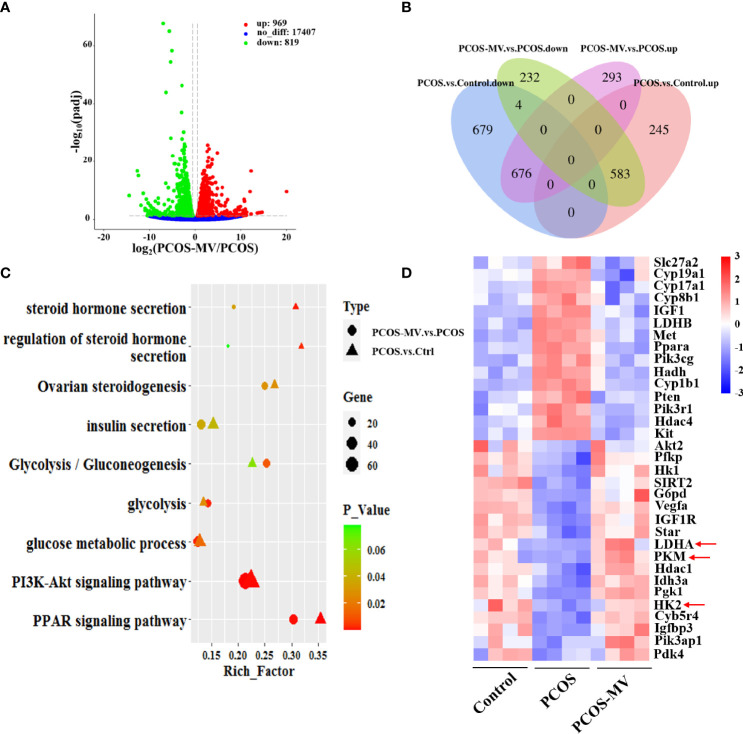
Transcriptome analysis of ovarian tissues. **(A)** Volcano plot of genes in the comparison of PCOS-MV *vs* PCOS groups (n = 4). **(B)** Comparison of common DEGs between the PCOS *vs* Control and PCOS-MV *vs* PCOS. **(C)** Comparison of functional enrichment of DEGs between the PCOS-*vs*-Control and PCOS-MV *vs* PCOS. **(D)** Heatmap of DEGs related to energy and hormone metabolism. up: upregulated. down: downregulated.

### MV Reversed the Decrease of LDHA, HK2 and PKM2 in Young-Adult PCOS Rats

ATP production originally relies on the levels of glycolytic rate-limiting enzymes, which play indispensable roles in controlling glycolysis rate (30). LDHA, HK2 and PKM2 are key rate-limiting enzymes of glycolysis (31–33), which regulates the energy supply of oocytes and GCs (34). Given the above-mentioned transcriptome profiling that shows the reversed expression profile of LDHA, HK2 and PKM between the PCOS and PCOS-MV groups (**Figure 4D**), we further detected the expression levels of the three glycolytic rate-limiting enzymes. Compared with the control group, the mRNA expression levels of *Ldha*, *Pkm2* and *Hk2* were significantly down-regulated, MV administration obviously increased the mRNA expression of *Ldha*, *Pkm2* and *Hk2* (**Figures 5A–C**). WB analysis presented the expression of LDHA, HK2 and PKM2 were significantly down-regulated in the ovarian tissues of young-adult PCOS rats, which was significantly up-regulated after MV administration (**Figures 5D–G**). Immunohistochemistry (IHC) analysis further showed that LDHA, HK2 and PKM2 markedly decreased in the PCOS group as compared with the control group and recovered in the PCOS-MV group (**Figure 5H**).

**Figure 5:**
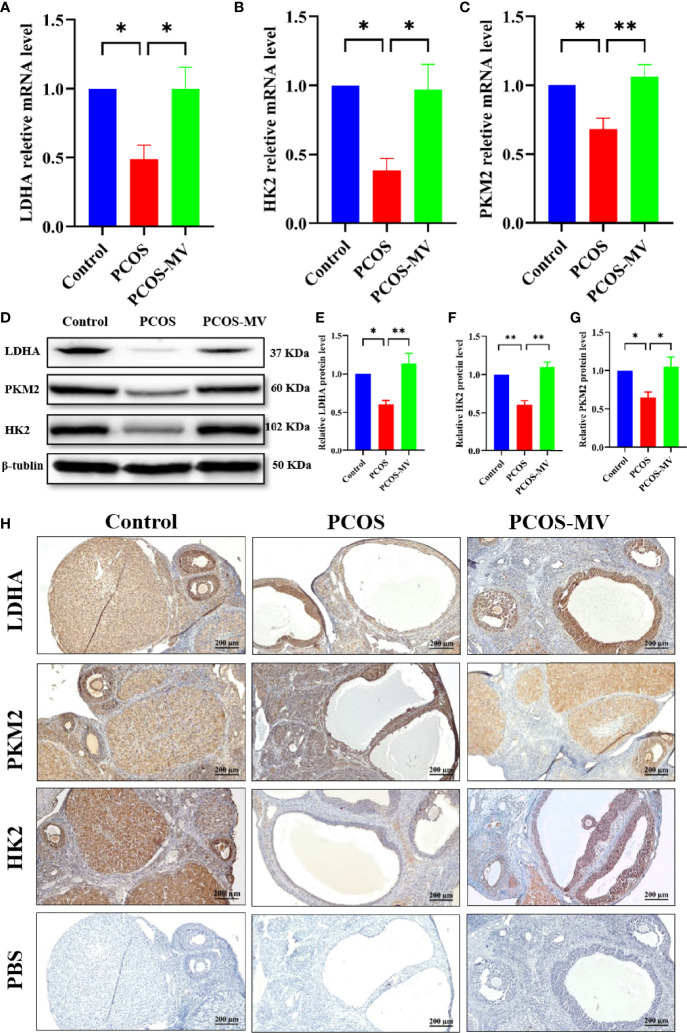
Expression of LDHA, PKM2 and HK2 in ovarian tissues. **(A)** Relative *Ldha* mRNA level of ovaries (n = 4 rats per group). **(B)** Relative *Pkm2* mRNA level of ovaries (n = 4 rats per group). **(C)** Relative *Hk2* mRNA level of ovaries (n = 4 rats per group). **(D)** Western blotting assays of LDHA, PKM2 and HK2 in ovarian tissues, with β-tubulin served as a loading control (n = 4 rats per group). **(E)** Relative LDHA protein level of ovaries (n = 4 rats per group). **(F)** Relative PKM2 protein level of ovaries (n = 4 rats per group). **(G)** Relative HK2 protein level of ovaries (n = 4 rats per group). **(H)** Immunohistochemistry assays of LDHA, PKM2 and HK2 in ovarian tissues (n = 4 rats per group), the lowest panel shows the negative control. Data were presented as mean ± SEM. Significant differences were respectively presented as *P < 0.05 and **P < 0.01.

## Discussion

In this study, we established a young-adult PCOS rat model exhibiting characteristics of obesity, hyperandrogenism and polycystic ovaries through the oral administration of letrozole and HFD and examined the roles of MV on the development of follicles and ovulation by intragastric administration of MV. MV is reported to promote *in vitro* maturation of oocytes (16). This study for the first time proved the therapeutic effects of MV on follicle development and ovulation in young-adult rats (about 10 weeks old) with PCOS *in vivo* by upregulating the expression of LDHA, HK2 and PKM2 to improve the energy supply of follicle development.

According to previous results, PCOS severely impaired female reproduction due to anovulation. In the dehydroepiandrosterone (DHEA)- or letrozole-induced PCOS rats/mice, they all exhibited increased body weight and ovary weight, disrupted estrous cycle, reduction of corpus luteum, decreased thickness of granular layers and increased apoptosis of GCs (35–38). In this study, letrozole- and HFD-induced young-adult PCOS rats showed almost identical reproductive dysfunctions. Inversely, MV administration restored the abnormal estrous cycle, decreased the body weight and ovary weight, recovered the number of corpus luteum and the thickness of granular layers. These results indicated that MV could effectively improve follicular development and ovulation in young-adult PCOS rats (**Figure 6**).

**Figure 6:**
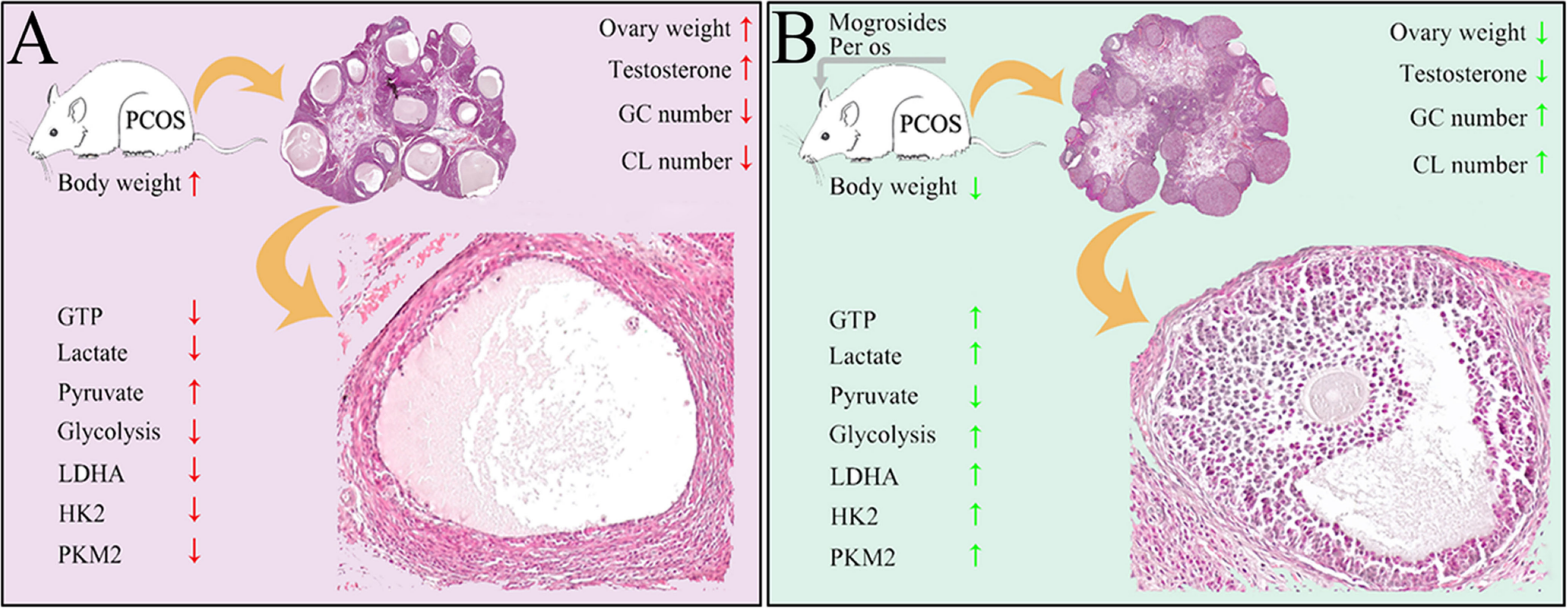
Schematic illustrating the protective roles of MV on follicular development and ovulation of PCOS rats possibly through regulating the glycolysis pathway. **(A)** Ovarian damages caused by the treatment of high-fat diet and letrozole in PCOS rats. Red arrows present bad effects (with significant difference to control) on ovarian function. **(B)** The restoring functions of MV to ovarian damages of PCOS rats. Green arrows mean obvious improvement after MV treatment. GC, granulosa cell. CL, corpus luteum.

Owning to the low glycolytic activity of oocytes that preferentially make use of metabolic substrates from GCs for energy homeostasis (10), the energy production of folliculogenesis predominantly relied on glycolysis of GCs (39). Therefore, dysfunction of energy metabolism in GCs could causally lead to aberrantly follicular development. Pyruvate and lactate, products of glycolysis in GCs, are two main energy substrates that play vital roles during folliculogenesis (40). Normally, the level of lactate in follicular fluid would increase with the maturity and size of the developing follicle (41). Studies have shown that there were disorders of glycolysis and pyruvate metabolism in follicular fluids of PCOS patients (42). Herein, the production of D-Glucose 6-phosphate, lactate, ATP and GTP in young-adult PCOS rats decreased significantly, while the production of pyruvate increased markedly (**Figure 3**). These metabolic characteristics were highly similar to previous studies showing that Diane-35 combined with metformin treatment improved the ovulation in the PCOS rat model possibly *via* regulating glycolysis pathway (43). On the other hand, MV administration markedly increased the levels of D-Glucose 6-phosphate, lactate, ATP and GTP, and decreased the level of pyruvate. In addition, transcriptome analysis revealed the dysregulated metabolism-related processes including glycolysis, but MV administration restored the abnormal glycolysis. Moreover, the expression profiles of three glycolytic rate-limiting enzymes (LDHA, HK2 and PKM2) between PCOS and PCOS-MV groups further confirmed that MV could improve the disrupted glycolysis in the ovarian tissues of young-adult PCOS rats. Consistently, previous studies also showed that resveratrol upregulated LDHA, HK2, and PKM2 in the PCOS rats (26). Overall, these results indicated that MV improved ovulation potentially through promoting the glycolysis pathway, HK2 and PKM2 promoted pyruvate production, and LDHA promoted glycolysis process by catalyzing the conversion of pyruvate to lactate (**Figure 6**).

Although numerous factors are responsible for the occurrence of PCOS, androgen is thought to be the pivotal one (44–46). Hyper-androgen could induce ovarian GC pyroptotic death and follicular dysfunction in PCOS mice (47), preventing oocytes from maturation and ovulation. The levels of testosterone were all significantly increased in PCOS models induced by different drugs (35–38). In this study, obvious up-regulation of testosterone and thinness of granular layers were also found in young-adult PCOS rats induced by letrozole and HFD, and MV administration apparently reduced the level of testosterone to normal and recovered the thickness of the granular layers, showing high effectiveness of MV on the restoring of PCOS symptoms. In addition to the increase of testosterone level, there were significantly elevated levels of the LH and LH/FSH ratio in PCOS models induced by letrozole (27, 37, 43, 48). However, the levels of LH and FSH or LH/FSH ratio were found to be no statistical differences in PCOS mice or rats induced by DHEA (35, 49). Our results were considered consistent with the latter, and this could probably be due to the limited number of samples. Moreover, as a common endocrine disorder, PCOS caused metabolic dysregulation that increased the morbidity of type 2 diabetes mellitus (T2DM) (27, 50). PCOS was often associated with insulin resistance and defects in insulin secretion (51, 52). Apparent abnormality of FBG, insulin level and HOMA-IR were found in different PCOS models (27, 35, 43). Furthermore, Zhang et al., demonstrated that MV have the potential to improve the conditions of hyperglycemia and regulate the secretion of insulin in T2DM rats (53). Here, although the levels of FBG, insulin and HOMA-IR were significantly increased in young-adult PCOS rats, there was only a downward trend without statistical significance after MV administration, while underlying mechanisms need to be further studied.

The present study has several limitations. Firstly, the rats used in this study were limited to young-adult rats, while the age has a significant impact on the ovary development, thus, future studies should confirm our findings in the rats with wide ranges of ages. Secondly, the acclimation of only one week for this type of study may be not sufficient, and future studies should consider longer period for acclimation. Thirdly, chemical reagents used for anesthetizing the rats may affect hormone balance, and we should cautious when interpreting these results. Fourthly, the stage of estrous cycle was assessed for only 10 days in our study, which may not be sufficient during such dynamic period of female reproductive life, thus, future studies may extend the duration for monitoring the stage of estrous cycle.

## Conclusion

In conclusion, this study demonstrated that MV effectively improved follicular development and ovulation of young-adult PCOS rats induced by letrozole and HFD through accelerating glycolysis pathway to generate more energy, providing a potential therapeutic strategy for the therapy of female infertility caused by PCOS.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) are as follows: GEO, GSE194398.

## Ethics Statement

All animal experiments were approved by the Animal Ethics Committee of University of South China (No. SYXK2020-0002).

## Author Contributions

LHuang: investigation, formal analysis, visualization, software, and writing-original draft. AL: investigation, formal analysis, validation, and writing-review and editing. TL: investigation and writing-review and editing. LHu: investigation and formal analysis. XChen: funding acquisition and supervision. JT, XCao, GC, FC, and YW: investigation. XL: methodology, supervision, and writing-review and editing. ML: funding acquisition, methodology, writing-review and editing, and project administration. WH: visualization, writing-original draft, and writing-review and editing. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the Scientific Research Foundation of Hunan Provincial Education Department (No. 20A434), National Natural Science Foundation of China (82101720), Doctoral research start-up funds of the University of South China (190XQD144), The Natural Science Foundation of Guangxi in China (No. 2021GXNSFBA220010). Scientific Research Elevation Project of Young Faculty from Guangxi Universities (2019KY0567); Doctoral research start-up funds of the University of South China (2014XQD15), Open Fund of State Key Laboratory of Developmental Biology of Freshwater Fish (2017KF008), Research and Innovation Program for Graduate Students of Hunan Province (CX20210959), National College Students Innovation and Entrepreneurship Training Program (S202010555067).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[1] BelenkaiaLVLazarevaLMWalkerWLiznevaDVSuturinaLV. Criteria, Phenotypes and Prevalence of Polycystic Ovary Syndrome. Minerva Ginecol (2019) 71(3):211–23. doi: 10.23736/S0026-4784.19.04404-6 31089072

[2] WangJWuDGuoHLiM. Hyperandrogenemia and Insulin Resistance: The Chief Culprit of Polycystic Ovary Syndrome. Life Sci (2019) 236:116940. doi: 10.1016/j.lfs.2019.116940 31604107

[3] AkbarzadehMNaderiTDabbaghmaneshMH. The Glucose Metabolism Disorder and Dyslipidemia Among Girls With Different Phenotype Polycystic Ovary Syndrome. J Res Med Sci (2019) 24:72. doi: 10.4103/jrms.JRMS_804_16 31523258PMC6734671

[4] BozdagGMumusogluSZenginDKarabulutEYildizBO. The Prevalence and Phenotypic Features of Polycystic Ovary Syndrome: A Systematic Review and Meta-Analysis. Hum Reprod (2016) 31(12):2841–55. doi: 10.1093/humrep/dew218 27664216

[5] DeshpandePSGuptaAS. Causes and Prevalence of Factors Causing Infertility in a Public Health Facility. J Hum Reprod Sci (2019) 12(4):287–93. doi: 10.4103/jhrs.JHRS_140_18 PMC693776032038077

[6] Escobar-MorrealeHF. Polycystic Ovary Syndrome: Definition, Aetiology, Diagnosis and Treatment. Nat Rev Endocrinol (2018) 14(5):270–84. doi: 10.1038/nrendo.2018.24 29569621

[7] WangMXYinQXuX. A Rat Model of Polycystic Ovary Syndrome With Insulin Resistance Induced by Letrozole Combined With High Fat Diet. Med Sci Monitor Int Med J Exp Clin Res (2020) 26:e922136. doi: 10.12659/MSM.922136 PMC726889132448863

[8] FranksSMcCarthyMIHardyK. Development of Polycystic Ovary Syndrome: Involvement of Genetic and Environmental Factors. Int J Androl (2006) 29(1):278–85; discussion 86-90. doi: 10.1111/j.1365-2605.2005.00623.x 16390494

[9] ChronowskaE. High-Throughput Analysis of Ovarian Granulosa Cell Transcriptome. BioMed Res Int (2014) 2014:213570. doi: 10.1155/2014/213570 24711992PMC3966335

[10] Sutton-McDowallMLGilchristRBThompsonJG. The Pivotal Role of Glucose Metabolism in Determining Oocyte Developmental Competence. Reproduction (2010) 139(4):685–95. doi: 10.1530/REP-09-0345 20089664

[11] DumesicDAPadmanabhanVChazenbalkGDAbbottDH. Polycystic Ovary Syndrome as a Plausible Evolutionary Outcome of Metabolic Adaptation. Reprod Biol Endocrinol RB&E (2022) 20(1):12. doi: 10.1186/s12958-021-00878-y 35012577PMC8744313

[12] LinAXChanGHuYOuyangDUngCOLShiL. Internationalization of Traditional Chinese Medicine: Current International Market, Internationalization Challenges and Prospective Suggestions. Chin Med (2018) 13:9. doi: 10.1186/s13020-018-0167-z 29449877PMC5807832

[13] LiCLinLMSuiFWangZMHuoHRDaiL. Chemistry and Pharmacology of Siraitia Grosvenorii: A Review. Chin J Nat Med (2014) 12(2):89–102. doi: 10.1016/S1875-5364(14)60015-7 24636058

[14] QiXYChenWJZhangLQXieBJ. Mogrosides Extract From Siraitia Grosvenori Scavenges Free Radicals *In Vitro* and Lowers Oxidative Stress, Serum Glucose, and Lipid Levels in Alloxan-Induced Diabetic Mice. Nutr Res (2008) 28(4):278–84. doi: 10.1016/j.nutres.2008.02.008 19083420

[15] NieJSuiLZhangHZhangHYanKYangX. Mogroside V Protects Porcine Oocytes From *In Vitro* Ageing by Reducing Oxidative Stress Through SIRT1 Upregulation. Aging (Albany NY) (2019) 11(19):8362–73. doi: 10.18632/aging.102324 PMC681460231586990

[16] NieJYanKSuiLZhangHZhangHYangX. Mogroside V Improves Porcine Oocyte *In Vitro* Maturation and Subsequent Embryonic Development. Theriogenology (2020) 141:35–40. doi: 10.1016/j.theriogenology.2019.09.010 31518726

[17] YanKCuiKNieJZhangHSuiLZhangH. Mogroside V Protects Porcine Oocytes From Lipopolysaccharide-Induced Meiotic Defects. Front Cell Dev Biol (2021) 9:639691. doi: 10.3389/fcell.2021.639691 33763421PMC7982822

[18] SuiLYanKZhangHNieJYangXXuCL. Mogroside V Alleviates Oocyte Meiotic Defects and Quality Deterioration in Benzo(a)pyrene-Exposed Mice. Front Pharmacol (2021) 12:722779. doi: 10.3389/fphar.2021.722779 34512349PMC8428525

[19] MarcondesFKBianchiFJTannoAP. Determination of the Estrous Cycle Phases of Rats: Some Helpful Considerations. Braz J Biol (2002) 62(4a):609–14. doi: 10.1590/S1519-69842002000400008 12659010

[20] CoraMCKooistraLTravlosG. Vaginal Cytology of the Laboratory Rat and Mouse: Review and Criteria for the Staging of the Estrous Cycle Using Stained Vaginal Smears. Toxicol Pathol (2015) 43(6):776–93. doi: 10.1177/0192623315570339 PMC1150432425739587

[21] LeiXHuoPWangYXieYShiQTuH. Lycium Barbarum Polysaccharides Improve Testicular Spermatogenic Function in Streptozotocin-Induced Diabetic Rats. Front Endocrinol (Lausanne) (2020) 11:164. doi: 10.3389/fendo.2020.00164 32362869PMC7181356

[22] DonatoJJr.SilvaRJSitaLVLeeSLeeCLacchiniS. The Ventral Premammillary Nucleus Links Fasting-Induced Changes in Leptin Levels and Coordinated Luteinizing Hormone Secretion. J Neurosci Off J Soc Neurosci (2009) 29(16):5240–50. doi: 10.1523/JNEUROSCI.0405-09.2009 PMC269619219386920

[23] SimavliSThompsonIRMaguireCAGillJCCarrollRSWolfeA. Substance P Regulates Puberty Onset and Fertility in the Female Mouse. Endocrinology (2015) 156(6):2313–22. doi: 10.1210/en.2014-2012 PMC443062225856429

[24] LiaoYSmythGKShiW. Featurecounts: An Efficient General Purpose Program for Assigning Sequence Reads to Genomic Features. Bioinformatics (2014) 30(7):923–30. doi: 10.1093/bioinformatics/btt656 24227677

[25] BenjaminiYDraiDElmerGKafkafiNGolaniI. Controlling the False Discovery Rate in Behavior Genetics Research. Behav Brain Res (2001) 125(1-2):279–84. doi: 10.1016/S0166-4328(01)00297-2 11682119

[26] LiangAHuangLLiuHHeWLeiXLiM. Resveratrol Improves Follicular Development of PCOS Rats by Regulating the Glycolytic Pathway. Mol Nutr Food Res (2021) 65(24):e2100457. doi: 10.1002/mnfr.202100457 34664388

[27] ArroyoPHoBSSauLKelleySTThackrayVG. Letrozole Treatment of Pubertal Female Mice Results in Activational Effects on Reproduction, Metabolism and the Gut Microbiome. PloS One (2019) 14(9):e0223274. doi: 10.1371/journal.pone.0223274 31568518PMC6768472

[28] NallathambiABhargavanR. Regulation of Estrous Cycle by Cynodon Dactylon in Letrozole Induced Polycystic Ovarian Syndrome in Wistars Albino Rats. Anat Cell Biol (2019) 52(4):511–17. doi: 10.5115/acb.19.114 PMC695268331949991

[29] GoldmanJMMurrASCooperRL. The Rodent Estrous Cycle: Characterization of Vaginal Cytology and its Utility in Toxicological Studies. Birth Defects Res B Dev Reprod Toxicol (2007) 80(2):84–97. doi: 10.1002/bdrb.20106 17342777

[30] YanLRajPYaoWYingH. Glucose Metabolism in Pancreatic Cancer. Cancers (Basel) (2019) 11(10):1460. doi: 10.3390/cancers11101460 PMC682640631569510

[31] FengYXiongYQiaoTLiXJiaLHanY. Lactate Dehydrogenase A: A Key Player in Carcinogenesis and Potential Target in Cancer Therapy. Cancer Med (2018) 7(12):6124–36. doi: 10.1002/cam4.1820 PMC630805130403008

[32] FengJLiJWuLYuQJiJWuJ. Emerging Roles and the Regulation of Aerobic Glycolysis in Hepatocellular Carcinoma. J Exp Clin Cancer Res (2020) 39(1):126. doi: 10.1186/s13046-020-01629-4 32631382PMC7336654

[33] ZhuSGuoYZhangXLiuHYinMChenX. Pyruvate Kinase M2 (PKM2) in Cancer and Cancer Therapeutics. Cancer Lett (2020) (503):240–48. doi: 10.1016/j.canlet.2020.11.018 33246091

[34] WangJWuX. The Effects of Mitochondrial Dysfunction on Energy Metabolism Switch by HIF-1alpha Signalling in Granulosa Cells of Polycystic Ovary Syndrome. Endokrynol Pol (2020) 71(2):134–45. doi: 10.5603/EP.a2020.0002 32096549

[35] GuoYQiYYangXZhaoLWenSLiuY. Association Between Polycystic Ovary Syndrome and Gut Microbiota. PloS One (2016) 11(4):e0153196. doi: 10.1371/journal.pone.0153196 27093642PMC4836746

[36] DouLZhengYLiLGuiXChenYYuM. The Effect of Cinnamon on Polycystic Ovary Syndrome in a Mouse Model. Reprod Biol Endocrinol (2018) 16(1):99. doi: 10.1186/s12958-018-0418-y 30340496PMC6194596

[37] Furat RencberSKurnaz OzbekSEraldemirCSezerZKumTCeylanS. Effect of Resveratrol and Metformin on Ovarian Reserve and Ultrastructure in PCOS: An Experimental Study. J Ovarian Res (2018) 11(1):55. doi: 10.1186/s13048-018-0427-7 29958542PMC6025739

[38] RyanGEMalikSMellonPL. Antiandrogen Treatment Ameliorates Reproductive and Metabolic Phenotypes in the Letrozole-Induced Mouse Model of PCOS. Endocrinology (2018) 159(4):1734–47. doi: 10.1210/en.2017-03218 PMC609758029471436

[39] BolandNIHumphersonPGLeeseHJGosdenRG. Characterization of Follicular Energy Metabolism. Hum Reprod (1994) 9(4):604–9. doi: 10.1093/oxfordjournals.humrep.a138557 8046010

[40] TuHYLeiXCHuoPLeJHZhangS. Energy Demand and Its Regulatory Mechanism During Folliculogenesis. Zhongguo Yi Xue Ke Xue Yuan Xue Bao (2019) 41(3):408–14. doi: 10.1210/en.2016-1608 31282338

[41] HarlowCRWinstonRMMargaraRAHillierSG. Gonadotrophic Control of Human Granulosa Cell Glycolysis. Hum Reprod (1987) 2(8):649–53. doi: 10.1093/oxfordjournals.humrep.a136609 3437044

[42] ZhangYLiuLYinTLYangJXiongCL. Follicular Metabolic Changes and Effects on Oocyte Quality in Polycystic Ovary Syndrome Patients. Oncotarget (2017) 8(46):80472–80. doi: 10.18632/oncotarget.19058 PMC565521329113318

[43] ZhangSTuHYaoJLeJJiangZTangQ. Combined Use of Diane-35 and Metformin Improves the Ovulation in the PCOS Rat Model Possibly *via* Regulating Glycolysis Pathway. Reprod Biol Endocrinol (2020) 18(1):58. doi: 10.1186/s12958-020-00613-z 32493421PMC7268382

[44] CaldwellASEidSKayCRJimenezMMcMahonACDesaiR. Haplosufficient Genomic Androgen Receptor Signaling is Adequate to Protect Female Mice From Induction of Polycystic Ovary Syndrome Features by Prenatal Hyperandrogenization. Endocrinology (2015) 156(4):1441–52. doi: 10.1210/en.2014-1887 25643156

[45] CaldwellASLEdwardsMCDesaiRJimenezMGilchristRBHandelsmanDJ. Neuroendocrine Androgen Action is a Key Extraovarian Mediator in the Development of Polycystic Ovary Syndrome. Proc Natl Acad Sci U S A (2017) 114(16):E3334–E43. doi: 10.1073/pnas.1616467114 PMC540245028320971

[46] MaYAndrisseSChenYChildressSXuePWangZ. Androgen Receptor in the Ovary Theca Cells Plays a Critical Role in Androgen-Induced Reproductive Dysfunction. Endocrinology (2017) 158(1):98–108. doi: 10.1210/en.2016-1608 27841936PMC5412974

[47] WangDWengYZhangYWangRWangTZhouJ. Exposure to Hyperandrogen Drives Ovarian Dysfunction and Fibrosis by Activating the NLRP3 Inflammasome in Mice. Sci Total Environ (2020) 745:141049. doi: 10.1016/j.scitotenv.2020.141049 32758727

[48] NejabatiHRSamadiNShahnaziVMihanfarAFattahiALatifiZ. Nicotinamide and its Metabolite N1-Methylnicotinamide Alleviate Endocrine and Metabolic Abnormalities in Adipose and Ovarian Tissues in Rat Model of Polycystic Ovary Syndrome. Chem Biol Interact (2020) 324:109093. doi: 10.1016/j.cbi.2020.109093 32298659

[49] SongSTanY. Expression of FKBP52 in the Ovaries of PCOS Rats. Int J Mol Med (2019) 43(2):868–78. doi: 10.3892/ijmm.2018.3998 PMC631766730483787

[50] YaoKBianCZhaoX. Association of Polycystic Ovary Syndrome With Metabolic Syndrome and Gestational Diabetes: Aggravated Complication of Pregnancy. Exp Ther Med (2017) 14(2):1271–76. doi: 10.3892/etm.2017.4642 PMC552611628810587

[51] DunaifA. Insulin Resistance and the Polycystic Ovary Syndrome: Mechanism and Implications for Pathogenesis. Endocr Rev (1997) 18(6):774–800. doi: 10.1210/edrv.18.6.0318 9408743

[52] MacutDBjekić-MacutJRahelićDDoknićM. Insulin and the Polycystic Ovary Syndrome. Diabetes Res Clin Pract (2017) 130:163–70. doi: 10.1016/j.diabres.2017.06.011 28646699

[53] ZhangYZhouGPengYWangMLiX. Anti-Hyperglycemic and Anti-Hyperlipidemic Effects of a Special Fraction of Luohanguo Extract on Obese T2DM Rats. J Ethnopharmacol (2020) 247:112273. doi: 10.1016/j.jep.2019.112273 31586692

# Supplementary material for: Mogroside V Improves Follicular Development and Ovulation in Young-Adult PCOS Rats Induced by Letrozole and High-Fat Diet Through Promoting Glycolysis
**Source:** Front Endocrinol (Lausanne). 2022 Mar 28;13:838204. doi: 10.3389/fendo.2022.838204
**Supplement:** Supplementary file 1

**Supplemental Table S1. The antibodies of this study**

| Antibodies | Cat. no. | Company | Country | IHC | WB |
| --- | --- | --- | --- | --- | --- |
| HK2 | #2867 | Cell Signaling Technology, Inc. | Danvers, Massachusetts, USA | 1:400 | 1:1000 |
| PKM2 | #4053 | Cell Signaling Technology, Inc. | Danvers, Massachusetts, USA | 1:500 | 1:1000 |
| LDHA | #3558 | Cell Signaling Technology, Inc. | Danvers, Massachusetts, USA | 1:300 | 1:1000 |
| β-tubulin | No: 66240-1-Ig | Protein Tech Group Inc. | Chicago, USA |  | 1:3000 |
| horseradish peroxidase-conjugated goat anti-rabbit IgG | SA00001-2 | Protein Tech Group Inc. | Chicago, USA | 1:200 | 1:5000 |
| biotin-conjugated affinipure goat anti-rabbit IgG | SA00004-2 | Protein Tech Group Inc. | Chicago, USA | 1:200 |  |

# Supplementary material for: Mogroside V Improves Follicular Development and Ovulation in Young-Adult PCOS Rats Induced by Letrozole and High-Fat Diet Through Promoting Glycolysis
**Source:** Front Endocrinol (Lausanne). 2022 Mar 28;13:838204. doi: 10.3389/fendo.2022.838204
**Supplement:** Supplementary file 1

**Supplemental Table S2. The key reagents of this study**

| Reagents | Cat. No. | Company | Country |
| --- | --- | --- | --- |
| Letrozole | 190605KG | Heng Rui Pharmaceutical Company | Lianyungang, Jiangsu, China |
| Mogroside V | MOV04-18022504 | Guilin Layn Natural Ingredients Corp. | Guilin, Guangxi, China |
| TransScript® One-Step gDNA Removal and cDNA Synthesis SuperMix Kit | AT311-02 | TransGen Biotech | Beijing, China |
| 2 × Universal SYBR Green Fast qPCR Mix kit | RK21203 | ABclonal Technology Co., Ltd. | Wuhan, China |
| Wright’s–Giemsa Stain solution | G1020 | Beijing Solarbio Science & Technology Co.,Ltd | Beijing, China |
| 20 × Metal Enhanced DAB Substrate Kit | DA1015 | Beijing Solarbio Science & Technology Co.,Ltd | Beijing, China |
| BCA Protein Assay Kit | CW0014S | Beijing ComWin Biotech Co., Ltd. | Beijing, China |
| eECL Western Blot Kit | CW0049M | Beijing ComWin Biotech Co., Ltd. | Beijing, China |
| SDS-PAGE Gel Kit | CW0022S | Beijing ComWin Biotech Co., Ltd. | Beijing, China |
| Trizol reagent | 15596026 and 15596018 | Thermo Fisher Scientific | Waltham, USA |

How the deposited data were processed for this re-analysis (not part of the article)

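Ovarian RNA from 12 rats was sequenced in 1 library per rat, 4 rats in each of the control, PCOS and PCOS-MV groups. Each library was assigned to its group and replicate by its title and treatment in the sample labels, and the doses and days were taken from the paper. The authors filtered the reads, aligned them with HISAT2 v2.0.5, counted reads per gene with featureCounts and computed from these counts and the gene lengths the FPKM values that they deposited. The paper's text does not name the genome build, so coordinates are given as in the authors' file. The authors also deposited, for each gene, the log2 fold change, p-value and adjusted p-value of their own DESeq2 1.16.1 comparisons, which are named as theirs wherever they are printed.

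The deposited FPKM table repeats a gene's values on each of its 26928 transcript lines. The values did not differ between the lines of a gene, and 1 line per gene was kept, which left 19730 genes. Gene names were taken from the file, where 25 had been turned into dates. Older symbols of the gene lists were matched through the RefSeq gene table of the GRCr8 assembly, which was used for names only. No 2 libraries held identical values. Within a group, the correlation of log2(FPKM + 1) between libraries was 0.9208 to 0.9745 in the control group, 0.9721 to 0.9784 in the PCOS group and 0.9519 to 0.9779 in the PCOS-MV group.

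Tests on read counts had been intended, with a test on log2(FPKM + 1) if the file held only FPKM. Since it holds FPKM, genes were tested as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend). The groups were compared in pairs, 4 libraries against 4, with no covariate, over the 13430 genes with a mean of at least 1 FPKM. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called DEGs. All fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values. Single genes and list averages were also compared by an exact two-sided permutation test. Tables were prepared and plots drawn with Python 3.11.15 and pandas 2.3.3, and scipy 1.17.1 was used for tests of gene properties. The depth of the libraries is unknown. Differences between the lowest values, under 0.1 FPKM, gave each library's depth relative to Control replicate 1, with 12.3% to 16.3% of the pairs of low values on the steps and 2.1% to 2.4% expected by chance.

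The named genes were every gene that the paper names for the transcriptome, Gapdh, and in each comparison of the study the 3 largest rises and the 3 largest falls among DEGs with a symbol, a mean of at least 1 FPKM and no overlap between the groups. A few genes were added after their values were seen, and the text says so. Gene lists were written for glycolysis enzymes, glycolysis and gluconeogenesis, PPAR signaling, the PI3K-Akt core, ovarian steroidogenesis, insulin secretion, and the markers of luteal, granulosa and theca cells, oocytes, proliferation, adipocytes, endothelium, smooth muscle, leukocytes and ciliated oviduct epithelium. Their direction was tested with camera at a preset correlation of 0.01, adjusted over 48 tests, and again with an estimated correlation and with fry. Their share of DEGs was tested with a one-sided Fisher's exact test, adjusted over 32 tests. The study's own enrichment terms were not used here.

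The limma test was tested on simulated data before use. In 10 simulated sets of 13430 genes, of which 200 were changed by 1.5 on the log2 scale, 89.2% of the changed genes were recovered, 100% of these with the right sign, and 4.24% of the calls were false. A list with a shifted mean was called in 10 of 10 sets, and 0 unrelated lists were called. The residuals were shuffled separately for each gene in these sets, which removes the correlation between genes. The sets therefore cannot show how often unrelated lists are called in the real libraries. The share of genes reversed between the 2 comparisons was set beside 100 simulated sets with an unchanged PCOS-MV group, since the PCOS libraries enter both. The number of calls was also counted over all 35 ways to split 8 libraries into 4 and 4, and over 100 divisions of the 12 libraries into 3 groups.

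Alternatives covered the pseudocount, the filter on low values, 1 model for all 12 libraries, a 2-fold threshold, the replicate number as a block, protein-coding genes only, each library left out in turn, PCOS libraries divided between the comparisons, libraries rescaled by their median ratio, and genes with no value of 0. Serum, histology, metabolite, RT-qPCR, Western blot and immunohistochemistry results were not analysed here.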

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

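Among the named genes and gene list averages, 177 groups of 4 libraries were examined for a library far from the other 3, and 11 were found, where chance gives about 8.8. The named genes gave 8 and the list averages 3. As a set, these single libraries are therefore close to the number that chance alone gives. All tests of an explanation in this part were chosen after the values were seen, except those of sequencing depth.

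PCOS-MV replicate 1 stood apart for 3 genes of Figure 4D. Akt2 was 113.8 FPKM there and 53.7 to 58.87 FPKM in the other PCOS-MV libraries, Pfkp was 113.8 FPKM against 69.77 to 73.53 FPKM, and Hk2 was 7.673 FPKM against 13.12 to 14.32 FPKM. The relative depth of this library was 1.025, between those of other libraries, and no explanation was tested for these genes. With this library left out, the adjusted p of the Hk2 rise in PCOS-MV vs PCOS was 0.00118 and that of Akt2 was 0.0935 (limma), so the call of Hk2 does not rest on it and Akt2 stays uncalled.

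Rln1 was 17.08 FPKM in Control replicate 2 and 5.215 to 6.214 FPKM in the other control libraries, and Ces1d was 1.59 FPKM in that library and 6.154 to 7.741 FPKM in the others. In Control replicate 1, Pdk4 was 9.204 FPKM against 18.18 to 20.37 FPKM, and Vtcn1 was 65.04 FPKM against 98.98 to 107.2 FPKM. Igf1 was 129.6 FPKM in PCOS replicate 4 and 165.4 to 170.3 FPKM in the other PCOS libraries, still far above the control mean of 42.38 FPKM. No technical or biological explanation was tested for these single values.

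The averages of log2(FPKM + 1) over gene lists also set 3 libraries apart. The ovarian steroidogenesis list was lower in Control replicate 3, at 4.536, than in the other control libraries, at 4.765 to 4.809. A lower share of ovarian tissue in that library is a candidate explanation, since all 17 markers of ciliated oviduct epithelium present in the file were highest in Control replicate 3. The granulosa cell marker list was lower in PCOS-MV replicate 4, at 4.528, than in the other PCOS-MV libraries, at 4.984 to 5.077. The endothelial marker list was higher in PCOS-MV replicate 3, at 3.975, than in the others, at 3.638 to 3.677. The stage of the cycle of each rat was not used here and no explanation was tested for the last 2 values.

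Genes outside those that the paper discusses had the largest rises in the PCOS group. The log2 fold change in PCOS vs Control was 7.431 for Insl3, 6.342 for Adh1 and 5.719 for Ces1d, and the adjusted p-values were 8.21e-06, 3.01e-05 and 1.81e-05 (limma). All 4 PCOS libraries lay above all 4 control libraries for each gene. In the PCOS-MV group the means returned to 7.889, 21.28 and 3.845 FPKM. Insl3 is a marker of theca cells, and a larger share of these cells in the PCOS ovaries is a candidate explanation. The average of the theca cell marker list was higher in PCOS without overlap (1.04 on the log2 scale; exact permutation test, p = 0.0286, adjusted p = 0.137). The list passed fry upward (adjusted p = 0.0151). It did not pass camera (adjusted p = 0.221) or camera with an estimated correlation (adjusted p = 0.932). Without Insl3 the difference was 0.459 (exact permutation test, p = 0.0857), and without Insl3 and Cyp17a1 it was -0.008 (p = 0.971). The other 11 markers went both ways, from -1.144 to 5.123 with 5 higher in PCOS, so their median of -0.392 decides nothing. A larger share of theca cells and a change within them, which may follow the letrozole and HFD treatment, cannot be told apart for Insl3, because its fellow markers move apart and several are also expressed by other ovarian cells. Read sharing between Ces1d and related genes was not tested.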

How the results depend on the processing

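Alternatives were set before the data were examined, apart from rescaling the libraries by their median ratio and leaving out genes with a value of 0, which were chosen after seeing the data. Tests that need read counts were among the alternatives and were not run, since the values are FPKM: the authors' tool DESeq2, size factors of another kind, and filters on counts.

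The DEG counts of PCOS vs Control and PCOS-MV vs PCOS stayed within 1.5 times their values under a pseudocount of 0.1, no filter on low values, 1 model for all 12 libraries, protein-coding genes only, rescaled libraries, and genes with no value of 0. A 2-fold threshold, which is stricter by construction, gave 436 higher and 471 lower genes in PCOS vs Control, 360 and 391 in PCOS-MV vs PCOS, and 314 and 264 reversed genes. Leaving out 1 library gave 1272 to 1934 genes higher in PCOS-MV vs PCOS, with 1278 without PCOS replicate 2 and 1272 without PCOS replicate 4, and 860 to 1391 genes that were lower in PCOS and reversed, with 860 and 879 without the same libraries. Fewer libraries enter those fits. Rescaling the libraries moved the share of higher genes among the DEGs from 43.3% to 48.5% in PCOS vs Control and from 55.6% to 50.9% in PCOS-MV vs PCOS.

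The comparison of PCOS-MV with Control gave 1 higher gene. It gave 0 with all 12 libraries in 1 model, with the replicate block, and without genes listed at 0, and 1 to 2 when 1 library was left out. For lower genes it gave 1 with all 12 libraries in 1 model and 0 to 2 when 1 library was left out. The cause was not tested.

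With the PCOS libraries divided between the comparisons, the genes that were higher in PCOS and reversed numbered 401 (libraries 1 and 2 with Control), 397 (1 and 3), 399 (1 and 4), 472 (2 and 3), 389 (2 and 4) and 411 (3 and 4), and those that were lower in PCOS and reversed numbered 340, 336, 374, 366, 302 and 332. Each of these fits has fewer libraries. The correlation of the 2 fold changes was -0.943 over the DEGs of PCOS vs Control and -0.867 over all genes tested. With PCOS libraries divided it was weaker over all genes, from -0.785 to -0.758, and over the DEGs of each division it was weakest at -0.919, with PCOS libraries 2 and 3 set against Control. Over the DEGs it was between -0.956 and -0.917 when 1 library was left out, weakest without PCOS-MV replicates 3 (-0.917) and 1 (-0.924).

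The replicate numbers were checked as a pairing. The deviations of libraries with the same number correlated between -0.033 and 0.024 for Control and PCOS, between -0.053 and 0.216 for Control and PCOS-MV, and at 0.101, 0.172, 0.136 and 0.035 for replicates 1 to 4 of PCOS and PCOS-MV, where libraries with other numbers averaged -0.053 to -0.012. In none of the comparisons were all 4 correlations over 0.1, so the numbers were not taken as a pairing, but some shared variation of PCOS and PCOS-MV libraries is not excluded. With the replicate block, PCOS vs Control had 1239 higher and 1666 lower genes, PCOS-MV vs PCOS 1706 and 1373, PCOS-MV vs Control 0 and 0, and 851 and 1127 genes were reversed. Among named genes in PCOS vs Control, the block gave calls to Akt2 (adjusted p = 0.028), Pik3ap1 (0.0319) and Pdk4 (0.0456) and none to Ldha (0.0693), and in PCOS-MV vs PCOS it gave calls to Pdk4 (0.0407) and Fabp6 (0.0374). It changed no other call of a named gene. Among gene lists it gave a direction call to proliferation markers in PCOS-MV vs PCOS (adjusted p = 0.00542), and adipocyte markers in PCOS vs Control (0.0984) and endothelial markers in PCOS-MV vs PCOS (0.0831) were not over-represented with it.

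Of the 48 direction tests of gene lists, 8 passed with camera, 0 with camera at an estimated correlation and 5 with fry. Among single genes, Gapdh in PCOS vs Control changed sign when 1 library was left out, with log2 fold changes from -0.071 to 0.142, negative without Control replicates 3 or 4 or PCOS replicate 1. Lists with no call also changed direction. Under fry these were insulin secretion (adjusted p = 0.953) and smooth muscle markers (adjusted p = 0.965) in PCOS vs Control. With 1 library left out they were, with their ranges of adjusted p, ovarian steroidogenesis (0.691 to 0.948), oocyte markers (0.562 to 0.957) and smooth muscle markers (0.153 to 0.956) in PCOS vs Control, and ovarian steroidogenesis (0.618 to 0.945), smooth muscle markers (0.369 to 0.956) and leukocyte markers (0.573 to 0.956) in PCOS-MV vs PCOS. The cause was not tested.

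Among the results for named genes, 23 calls were lost and 6 gained over the fits that left out 1 library, and 8 lost and 8 gained over the other alternatives. Among those for gene lists the numbers were 18 and 11, and 8 and 5. Ldha in PCOS vs Control lost its call, besides the fit with the replicate block, without a filter on low values (adjusted p = 0.0807), with all 12 libraries in 1 model (0.0978), with rescaled libraries (0.0675) and in 7 of the 8 fits that left out 1 library. Its adjusted p over those 8 fits was 0.00416 to 0.107 (limma), lowest without Control replicate 4. Pkm in the same comparison gained a call with all 12 libraries in 1 model (0.0494) and without Control replicate 4 (0.00346), in a range of 0.00346 to 0.142 over the 8 fits. Hk2 kept its call in both comparisons, and Ldha and Pkm in PCOS-MV vs PCOS, under the other pseudocount, no filter on low values, 1 model for all 12 libraries, the replicate block, protein-coding genes only, rescaled libraries, no genes listed at 0, and each library left out. Single genes were not called again with PCOS libraries divided, and at the 2-fold threshold the rises of Hk2, Ldha and Pkm in PCOS-MV vs PCOS (0.83, 0.82 and 0.71 on the log2 scale) fall short. The unknown depth means that no counting error can be set beside low values.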

Differences from the paper's values

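The paper's counts come from DESeq2 on read counts, and those given here from limma on FPKM. The comparisons that the authors deposited, at an adjusted p under 0.05, give every count of the paper that is printed in this part. Of the tests in this part, those with rescaled libraries and without genes listed at 0 were chosen after results were seen. For genes upregulated in PCOS vs Control, the paper gives 828 and 1594 were found. Among the alternatives set before the data were examined, those within 1.5 times the paper's count were the replicate block (1239) and the fits without PCOS replicate 2 (1218) or PCOS replicate 4 (1223). For genes downregulated in PCOS vs Control, the paper gives 1359 and 2090 were found. The replicate block (1666) and the fits without Control replicate 2 (1590) or 4 (1737), or without PCOS replicate 1 (1945), 2 (1544), 3 (1580) or 4 (1539), came within that distance, as did the fit with libraries rescaled by their median ratio (1990), an alternative chosen after seeing the data. No other alternative run came within it for either count.

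For PCOS-MV vs PCOS, the paper gives 969 upregulated genes and 1918 were found, with 1278, 1345 and 1272 without PCOS replicates 2, 3 and 4, the alternatives that came within 1.5 times. The paper gives 819 downregulated genes and 1530 were found, with 1167 and 1181 without PCOS replicates 2 and 4. The other alternatives did not close these gaps.

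The paper counts 583 genes that were upregulated in PCOS and reversed by MV, and 1026 were found. The replicate block (851), the fits without PCOS replicate 1 (839), 2 (772), 3 (873) or 4 (768), and the 6 fits with PCOS libraries divided between the comparisons (389 to 472) came within 1.5 times. The paper counts 676 genes that were downregulated in PCOS and reversed by MV, and 1354 were found, with 860, 926 and 879 without PCOS replicates 2, 3 and 4 within that distance. A 2-fold threshold gave fewer genes than the paper for all 6 counts and closed no gap.

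The paper shows Akt2, Pkm, Pik3ap1 and Pdk4 among DEGs in Figure 4D, and here these genes were not called in PCOS vs Control (adjusted p = 0.0533, 0.0654, 0.0684 and 0.109 from limma). Pkm was called there with all 12 libraries in 1 model (adjusted p = 0.0494) and without Control replicate 4 (adjusted p = 0.00346). Akt2 was called there with the replicate block (0.028) and without Control replicate 3 (0.00878). It was also called without genes listed at 0 (0.0498, an alternative chosen after seeing the data). Pdk4 was called there with the replicate block (0.0456) and without Control replicate 1 (0.00513). Akt2 and Pdk4 were not called in PCOS-MV vs PCOS either (adjusted p = 0.124 and 0.0697 from limma). Pdk4 was called there with the replicate block (0.0407) and without PCOS-MV replicate 1 (0.0121). Apart from the replicate block, no alternative run called Pik3ap1 in PCOS vs Control, and none, the block included, called Akt2 in PCOS-MV vs PCOS. Slc27a2 and Cyp8b1 of the same figure had means under 1 FPKM. With no filter on low values, Cyp8b1 was called in both comparisons (adjusted p = 0.0157 and 0.0255) and Slc27a2 in neither (0.069 and 0.0814). In the authors' deposited table, Ldha and Pkm have adjusted p-values of 0.118 and 0.233 in PCOS vs Control, and Hk2 has 3.88e-05. For the same comparison that table gives 0.0203 to Akt2, 0.0939 to Pik3ap1 and 0.312 to Pdk4. In PCOS-MV vs PCOS it gives 0.114 to Akt2 and 0.164 to Pdk4.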

Other observations

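The splits set beside the DEG counts and the over-represented lists were chosen after these were seen, as were the tests of luteal cells, adipose tissue, oviduct epithelium, copies of genes and silent genes. The remaining tests in this part were chosen before their outcomes were seen.

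Other splits of the same libraries were set beside the DEG counts. For PCOS vs Control, 1 of the 35 splits of the 8 libraries into 4 and 4, the real one, gave as many DEGs (3684), and the next highest count was 2. The same held for PCOS-MV vs PCOS (1 of 35, 3448 DEGs, next highest 2). For PCOS-MV vs Control, 13 of the 35 splits gave as many DEGs as the real one, which had 1. Of 100 divisions of the 12 libraries into 3 groups of 4, 1, the real one, gave as many as its 2380 reversed genes, and the next highest count was 2333.

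The count of reversed genes does not single out the real control group. In a further set of 35 divisions, added after the results were seen, the 4 PCOS libraries stayed together and the 8 control and PCOS-MV libraries were mixed. These gave 2252 to 2485 reversed genes, and 5 of the 35 gave at least the 2380 of the real division. The PCOS libraries being shared by both comparisons was tested by simulation as the source of the reversal. At most 4 reversed genes arose in 100 simulated sets with PCOS-MV unchanged from PCOS, which argues against it. The reversal therefore says that the PCOS group differs from both other groups, and leaves open how the PCOS-MV and control groups differ. A change brought about by MV is the biological explanation that the design gives for it.

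The near absence of DEGs in PCOS-MV vs Control may reflect the spread between libraries that hides changes. With 0.5 of each gene's PCOS vs Control change added to the real spread of these libraries, 95 genes were called, and with the whole change 2912 were. Differences of about that smaller size between the PCOS-MV and control ovaries would thus mostly stay uncalled.

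The direction tests of gene lists passed as often in other splits. In PCOS vs Control 29 of the 35 splits gave at least as many lists past the threshold as the real one, in PCOS-MV vs PCOS 34 of 35, and in PCOS-MV vs Control 21 of 35. With camera, 8 of 48 tests passed, of which 3 also passed with fry and 0 with an estimated correlation. The 8 were proliferation, adipocyte and endothelial markers, lower in PCOS vs Control (adjusted p = 0.00801, 0.00801 and 1.26e-05), endothelial markers, higher in PCOS-MV vs PCOS (0.00291), and proliferation, adipocyte, endothelial and oviduct markers, lower in PCOS-MV vs Control (0.0164, 1.44e-05, 0.000179 and 0.00801). In exact permutation tests of the list averages, 10 of 48 reached the smallest possible p of 0.0286, and the smallest adjusted p was 0.137. For over-representation, the other splits of PCOS vs Control and PCOS-MV vs PCOS had too few DEGs to test, at most 2, so each split was given as many genes of lowest p as the real one had DEGs. In both comparisons 1 of the 35 splits, the real one, then gave as many over-represented lists, 9 and 7, where the other splits gave at most 6 and 3, with medians of 2 and 1.

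Cell marker lists were also over-represented among the DEGs. Of the DEGs of PCOS vs Control, luteal cell markers held 11 of 17 (adjusted p = 0.00421, Fisher's exact test), theca cell markers 10 of 12 (0.000317), adipocyte markers 10 of 14 (0.00245) and endothelial markers 16 of 19 (1.28e-05). Granulosa cell, oocyte, proliferation, smooth muscle, leukocyte and oviduct markers were not over-represented (adjusted p = 0.416, 1, 1, 0.595, 1 and 1). In PCOS-MV vs PCOS, theca cell and endothelial markers were (0.033 and 0.00654), and luteal, granulosa cell, oocyte, proliferation, adipocyte, smooth muscle, leukocyte and oviduct markers were not (0.0875, 0.545, 1, 1, 0.67, 1, 0.595 and 1). The average of the luteal cell marker list was 5.85 to 6.37 in PCOS and 6.38 to 6.68 in Control.

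The fall of glycolysis enzymes in PCOS and their rise in PCOS-MV was set against 2 other explanations. With the libraries rescaled by their median ratio, the median log2 fold change of the list was -0.237 in PCOS vs Control and 0.469 in PCOS-MV vs PCOS, against -0.268 and 0.497 before, so the scaling of the libraries does not account for it. A smaller share of luteal cells in PCOS could lower glycolysis enzymes, and was tested within groups. The deviations of the 2 list averages from their group means had a Pearson r of -0.064 over the 12 libraries (exact permutation test within groups, p = 0.846) and a Spearman rho of 0 (p = 1), and r was 0.048 without the 2 libraries farthest from the median of the luteal list. With 12 libraries that differ little within groups, a share of luteal cells and a change within cells cannot be told apart.

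The RT-qPCR of the paper is expressed relative to Gapdh, which itself rose in PCOS-MV vs PCOS in the FPKM values (adjusted p = 0.0427 from limma). That call held in 1 of the 8 fits that left out 1 library. The authors' own DESeq2 comparison gives the Gapdh rise an adjusted p of 0.075. Relative to Gapdh in the same library, the log2 change in PCOS vs Control was -0.551 for Ldha, -1.327 for Hk2 and -0.462 for Pkm (exact permutation test, p = 0.0286 each; adjusted p = 0.0515 over 9 tests). In PCOS-MV vs PCOS it was 0.327 for Ldha and 0.216 for Pkm (exact permutation test, p = 0.0286; adjusted p = 0.0515), and 0.432 for Hk2 (exact permutation test, p = 0.114). These are smaller than the changes without the reference, 0.82, 0.71 and 0.83.

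On average, adipocyte markers were lower in PCOS and PCOS-MV than in Control, but not each of them. Adipoq was 3.68 to 26.0 FPKM in the control libraries, 0.654 to 2.95 in the PCOS libraries and 0.845 to 1.70 in the PCOS-MV libraries, and Car3 and Cfd overlapped between groups, at 7.22 to 39.8 and 19.6 to 55.5 FPKM in the control libraries and at 7.95 and 21.5 FPKM in PCOS replicate 2. Ghr was higher in PCOS than in Control (0.36 on the log2 scale), and Cidea, Lipe and Mrap were higher in PCOS-MV than in Control (0.22, 0.20 and 0.09). Adipose tissue taken with the ovary is a candidate explanation. Within groups the 14 markers moved together, with a mean pairwise correlation of 0.211, above 99.9% of 1000 random lists of similar level (median 0.017). Several of the markers, such as Pparg, Lipe and Mrap, are also expressed by the ovary, and Fabp4 was 33.8 FPKM in PCOS-MV replicate 2, where Adipoq was 1.56. An effect of letrozole and the HFD on fat around the ovary was not tested. Adipocyte genes in the PPAR signaling list were tested as the cause of its over-representation. Without the shared genes 25 of 46 genes were DEGs of PCOS vs Control (adjusted p = 0.000367, Fisher's exact test), which argues against them as the whole cause.

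Control replicate 3 lay apart from the other control libraries on the second principal component (-50.0, against -13.6 to 15.9), which held 14.8% of the variance. Oviduct or uterine epithelium taken with the ovary is a candidate explanation. All 17 markers of ciliated oviduct epithelium found in the file were highest in this library, where 1.4 are expected by chance. The most abundant were Tppp3 (59.0 FPKM, at most 12.3 in the other 11 libraries), Krt8 (44.7, at most 19.0), Krt18 (38.1, at most 5.34) and Epcam (32.3, at most 2.90), of which the keratins and Epcam are also expressed in the ovary. Sequencing depth was tested as well. The relative depth of Control replicate 3 was 0.971, within the range of the other libraries, 0.915 to 1.119, which argues against it.

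Of the genes listed at 0 in at least 1 library, 33 had a median of at least 10 FPKM in their other libraries. Genes that share their place with another listed gene on the same strand made up 6.1% of them and 2.8% of the genes with no 0 (Fisher's exact test, p = 0.241), so overlap cannot account for most. For 16 of the 33, the description in the file is also on exactly 1 other listed gene, whose mean was at least 1 FPKM. That other gene was higher in the libraries at 0 than in the rest of their group for 14 of the 16, by a median of 0.28 on the log2 scale, against -0.14 to 0.12 in 95% of 1000 random placements of the 0 values within groups (one-sided permutation test, p = 0.000999), and by 0.19 to 0.34 when 1 library was left out. This argues against silence of the 16 genes as a set, which would leave the other gene as it was. They include Polr2i, Mrpl53, Nhp2 and Ebna1bp2, which cells use throughout. For the remaining 17, which include 1 ribosomal protein gene, Rpl21, silence and a failed assignment of reads cannot be told apart, because a 0 beside high values is what they were chosen for. Near-identical copies that share the reads may be a source. The names of 15.2% of the genes, 5 of 33, are also on another listed gene, against 0.7% of the genes with no 0 (Fisher's exact test, p = 4.82e-06), and 12.1% lie on contigs without a place on a chromosome, against 0.3% (p = 3.3e-06). The copy of Map2k3 on chromosome 10 from 45089464 to 45110787, for example, was 7.77 to 15.1 FPKM in the 12 libraries, and the copy listed at 0 in 10 of them was 12.0 and 9.32 FPKM in the others. Likewise, the second Senp1 gene was 4.69 to 7.43 FPKM in every library, so the only DEG of PCOS-MV vs Control may reflect how reads were shared between copies.

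The libraries of Control and PCOS-MV were more spread than those of PCOS, with a median SD of log2(FPKM + 1) of 0.176 and 0.169 against 0.13, and 0.149 for Control without replicate 3. Ovaries taken at different stages of the cycle are a candidate explanation. The genes' SDs in Control and PCOS-MV had a Spearman rho of 0.464 over genes, against 0.339 for Control and PCOS and 0.373 for PCOS and PCOS-MV. Without Control replicate 3 the rho was 0.41 for Control and PCOS-MV, nearer to that of PCOS and PCOS-MV, and 0.297 for Control and PCOS. Genes are not independent replicates, and the stage of each rat was not used here. Sequencing depth was also tested. The relative depth of the PCOS libraries began at 0.915, the lowest of all, and reached 1.082, within the range of the other groups, which argues against a greater depth of PCOS as the cause.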
